# Mature but not developing Schwann cells promote axon regeneration after peripheral nerve injury

**DOI:** 10.1038/s41536-022-00205-y

**Published:** 2022-01-28

**Authors:** Takeshi Endo, Ken Kadoya, Tomoaki Suzuki, Yuki Suzuki, Mohamad Alaa Terkawi, Daisuke Kawamura, Norimasa Iwasaki

**Keywords:** Regeneration and repair in the nervous system, Translational research, Somatic system

## Abstract

Since Schwann cells (SCs) support axonal growth at development as well as after peripheral nerve injury (PNI), developing SCs might be able to promote axon regeneration after PNI. The purpose of the current study was to elucidate the capability of developing SCs to induce axon regeneration after PNI. SC precursors (SCPs), immature SCs (ISCs), repair SCs (RSCs) from injured nerves, and non-RSCs from intact nerves were tested by grafting into acellular region of rat sciatic nerve with crush injury. Both of developing SCs completely failed to support axon regeneration, whereas both of mature SCs, especially RSCs, induced axon regeneration. Further, RSCs but not SCPs promoted neurite outgrowth of adult dorsal root ganglion neurons. Transcriptome analysis revealed that the gene expression profiles were distinctly different between RSCs and SCPs. These findings indicate that developing SCs are markedly different from mature SCs in terms of functional and molecular aspects and that RSC is a viable candidate for regenerative cell therapy for PNI.

## Introduction

In contrast to the poor regenerative capacity of the central nervous system (CNS), the peripheral nervous system can regenerate after injury. However, the clinical outcome is not always satisfactory especially in case of proximal injury or large defect^1,2^. In addition, autologous nerve graft (ANG) has been a gold standard since the early 20th century for the reconstruction of nerve injury with large defects,^1,3,4^, still accompanying several issues such as donor site morbidity, limited supply, and motor-sensory and size mismatch^4,5^. Due to the recent advancement of biomaterials, new treatment options such as a synthetic scaffold or decellularized allograft became clinically available to overcome the issues derived from ANG^6,7^. However, their axon-promoting effects are still not comparable to ANG. Accordingly, a therapy superior to ANG has been desired for decades.

Recently, cell therapy has been attracting much attention as a potent therapy in multiple organs^8–13^. Considering a cell type for the graft for peripheral nerve injury (PNI), peripheral glia, Schwann cell (SC), is a potent candidate because the graft of SCs enhanced axon regeneration after PNI^14–20^ and regenerating axons always accompany SCs^21^. Further, with the rapid growth of stem cell research, novel SC-like cells have been developed as a new graft material. They have differentiated from various kinds of stem cells^22–26^ or fibroblasts with direct reprogramming technique^27^.

Interestingly, the SCs used for the study of axon regeneration after PNI has been always mature cells, and developing SCs were rarely tested, although they involve axonal development and finally differentiate into mature SCs^28^. This is a sharp contrast to the study of CNS injury where developing but not mature neural cells are the main cell types used for therapeutic purposes including axon regeneration^10,29,30^. Accordingly, it is reasonable to assume that the SCs at developmental stages can also promote axon regeneration or might be superior to mature SCs as a graft cell source for PNI.

Importantly, it was previously thought that SCs dedifferentiated into the phenotype of developing SCs after injury to support the reparative process, based on the observation that so many gene expressions of denervated nerves were shared with developing nerves, including loss of myelin and upregulation of developing SC markers^31–33^. Recently, accumulated evidence replace this idea with a new one that injury response reprograms mature SCs and converts them to repair SCs (RSCs) specializing in the repair process and that they are substantially different from developing SCs^28,31^. However, this recent evidence does not necessarily deny the reparative potential of developing SCs. Further, it remains unclear about the actual difference of the molecular profiles between RSCs and developing SCs.

Therefore, the purpose of the current study is to elucidate the therapeutic potential of developing SCs by investigating axon-promoting effects after PNI and by clarifying their molecular profiles, compared to RSCs. The current study demonstrates that, unlike CNS, developing SCs have no capacity to support the regeneration of adult axons after PNI, that developing SCs are distinctly different from RSCs in molecular and functional aspects, and that RSC is a potent candidate as a graft cell type for axon regeneration therapy after PNI.

## Results

### Mature SCs but not developing SCs supported axon regeneration

SCs develop from neural crest cells, differentiate to SC precursors (SCPs) around E14 (Fig. 1a) and then to immature SCs (ISCs) around E18 (Fig. 1b)^34,35^. Accordingly, we tested the axon-promoting effect of SCPs and ISCs by comparing two types of mature SCs, RSCs, and nonRSCs prepared from injured and intact nerves, respectively (Fig. 1c). Characterization of prepared SCs demonstrated that SC marker, Sox10, was expressed in all types of SCs but another SC marker, S100β, is not expressed in SCPs (Fig. 1d)^36–38^. Based on Sox10 immunolabeling, the purity of prepared SCs were 87%, 95%, 95%, and 92% for SCPs, ISCs, nonRSCs, and RSCs, respectively (Fig. 1d, e). When examining immature markers, not only developing but also mature SCs express nestin and Sox2 (Fig. 1d, e, Supplementary Fig. 1), suggesting that dissociated SCs start expressing these markers^39–41^.

**Fig. 1:**
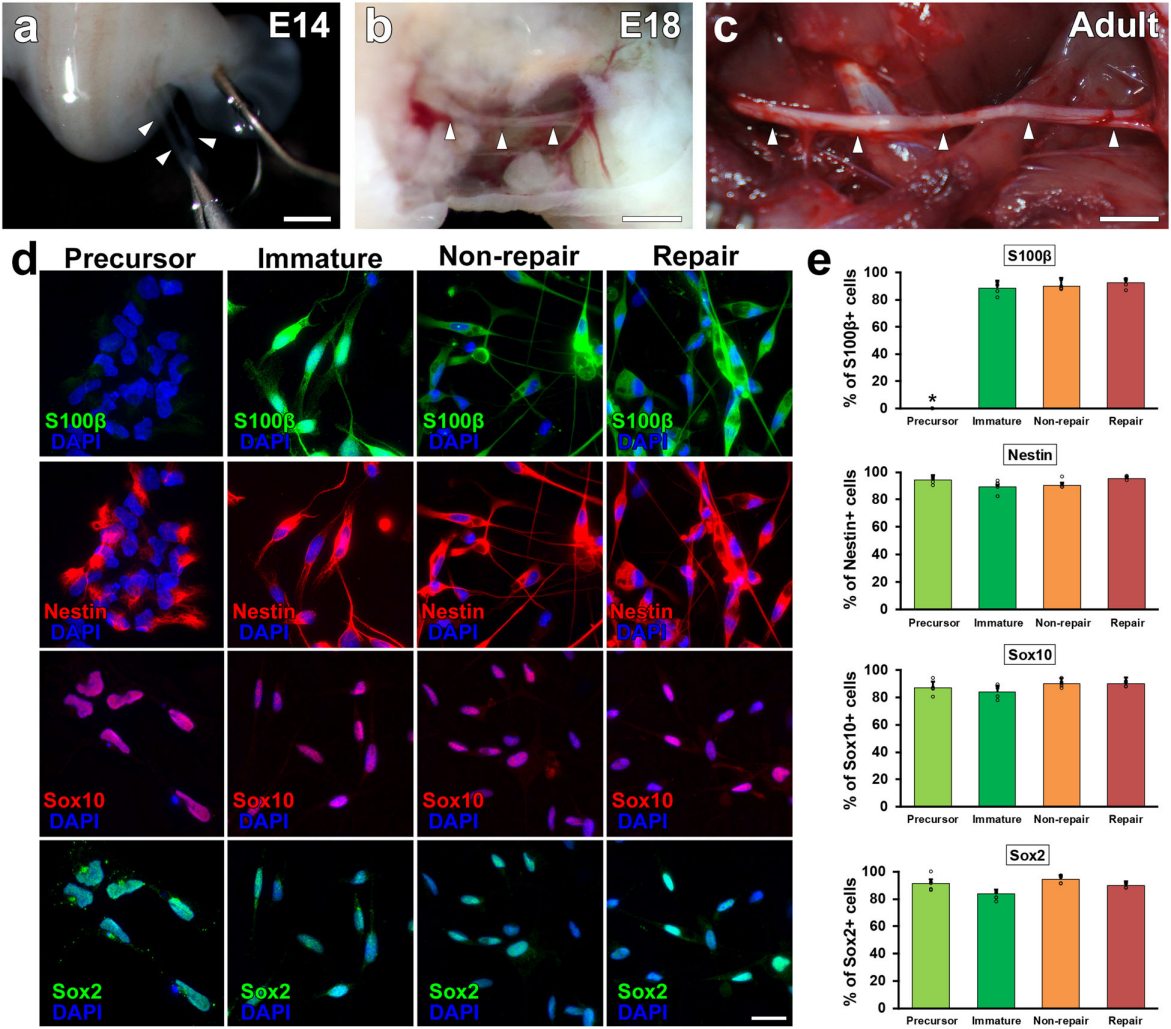
Characteristics of prepared SCs. **a**–**c** Outlook of sciatic nerves at different developmental stages. SCPs, ISCs, and non-RSCs were harvested from intact sciatic nerves at E14 (**a**), E18 (**b**), and postnatal 10–12 weeks (**c**). Arrowheads indicate sciatic nerves. Scale bars: 1 mm (**a**, **b**), 5 mm (**c**). **d** Immunolabeling of cultured SCs against S100β, Nestin, Sox10, and Sox2. Regardless of SC types, most cells express immature marker, Nestin and Sox2, and SC marker, Sox10. In contrast, another SC marker, S100β is absent only in SCPs. Scale bars: 20 µm. **e** Quantifications of % of immunolabeled SCs against S100β, Nestin, Sox10, and Sox2. Five samples per group. At least 50 cells were counted in each sample. *P < 0.05 vs. SCP, one-way ANOVA with the Tukey–Kramer test. Error bars represent the SEM.

Two million of each type of cells in 10 µl phosphate-buffered saline (PBS) were grafted into 25 mm-long acellular regions with crush injuries^20^. As a negative control, 10 µl of PBS alone was injected. Two weeks after cell grafts and injuries, rats were perfused, followed by an immune-histological assessment. Grafted cells survived well and filled up acellular regions in all groups (Fig. 2a, b). Quantification of RFP expressing grafted cells showed that the SCPs and the ISCs groups had greater survival than the RSCs and the nonRSCs groups in proximal regions (Fig. 2c). The grafted ISCs had significantly more Ki-67 positive cells than the RSCs and the nonRSCs in all quantified areas (Fig. 2d, e), whereas the grafted SCPs showed more Ki-67 positive cells than the RSCs and the nonRSCs only in proximal regions. This reduced proliferation of SCPs in the distal regions could be attributed to the fact that the proliferation of SCPs depends on neuregulin released from growing axons^42^. Regarding axon regeneration, the RSCs induced the greatest regeneration among all tested cells at every quantified point (Fig. 3a, b). Next was the nonRSC, which induced significantly more axon regeneration than the other 3 groups at 7.5 mm point from the proximal injury site (Fig. 3b). In contrast, developing SCs did not demonstrate any axon-promoting effect at all, when compared to no cell graft. Further analysis about a regeneration unit, which is a complex of regenerating axon and an SC providing a substrate for growth^43,44^, revealed that a significantly higher % of the RSCs formed regeneration units than other cells (Fig. 4a, b), suggesting the direct effect of the RSCs on axon regeneration. These results indicate that mature SCs but not developing SCs can promote axon regeneration, and the RSCs possess the superior property to directly support axon regeneration by making regeneration units among tested four types of SCs.

**Fig. 2:**
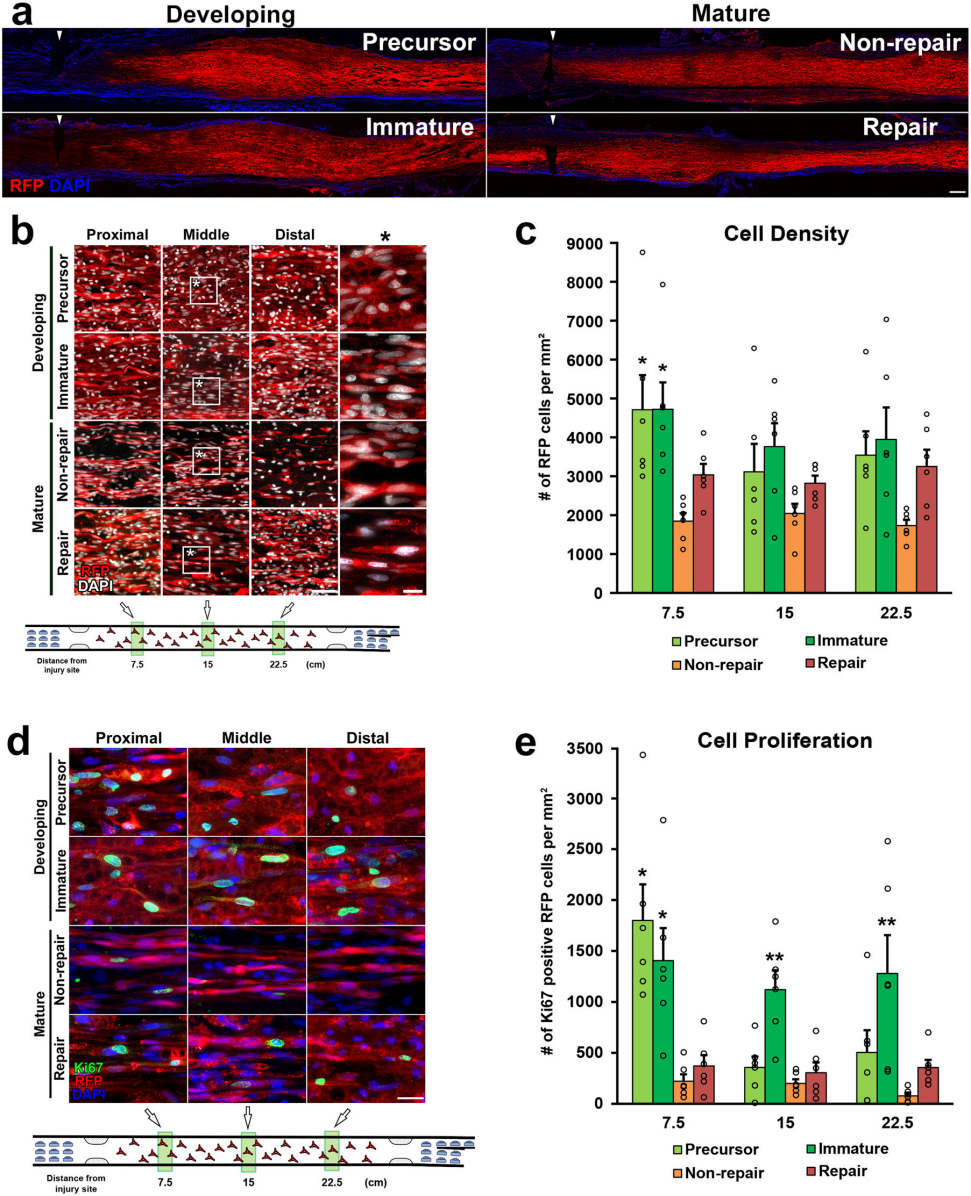
Cell density and proliferative property of grafted SCs. **a** Low magnification images of longitudinal sections around the proximal injury sites 2 weeks after SCs grafts. RFP expressing SCs of all types fulfill injured nerves. Arrowheads indicate the proximal injury sites marked by small cuts. Left is proximal. Scale bar, 500 µm. **b** RFP expressing grafted SCs at proximal, middle, and distal one-third of graft areas. Scale bar, 100 µm. *: High magnification image of the boxed area. Scale bar, 10 µm. **c** Quantification of the density of grafted cells at 7.5, 15, and 22.5 mm points from the proximal injury site. At the 7.5 mm point, SCPs and ISCs graft subjects demonstrate statistically higher densities of RFP expressing cells than RSCs and non-RSCs subjects. Six rats per group. *P < 0.05 vs. n RSC and non-RSC, One-way ANOVA with the Tukey–Kramer test. Error bars represent the SEM. **d** High magnification images of Ki67 immunolabeling at the proximal, middle, and distal one-third of graft areas. Scale bar, 20 µm. **e** Quantification of the density of Ki67 immunolabeled RFP expressing graft cells at 7.5, 15, and 22.5 mm points from the proximal injury site. Developing SCs have more proliferating than mature SCs after grafting. *P < 0.05 vs. non-RSC and RSC, **P < 0.05 vs. other 3 groups. One-way ANOVA with the Tukey–Kramer test. Error bars represent the SEM.

**Fig. 3:**
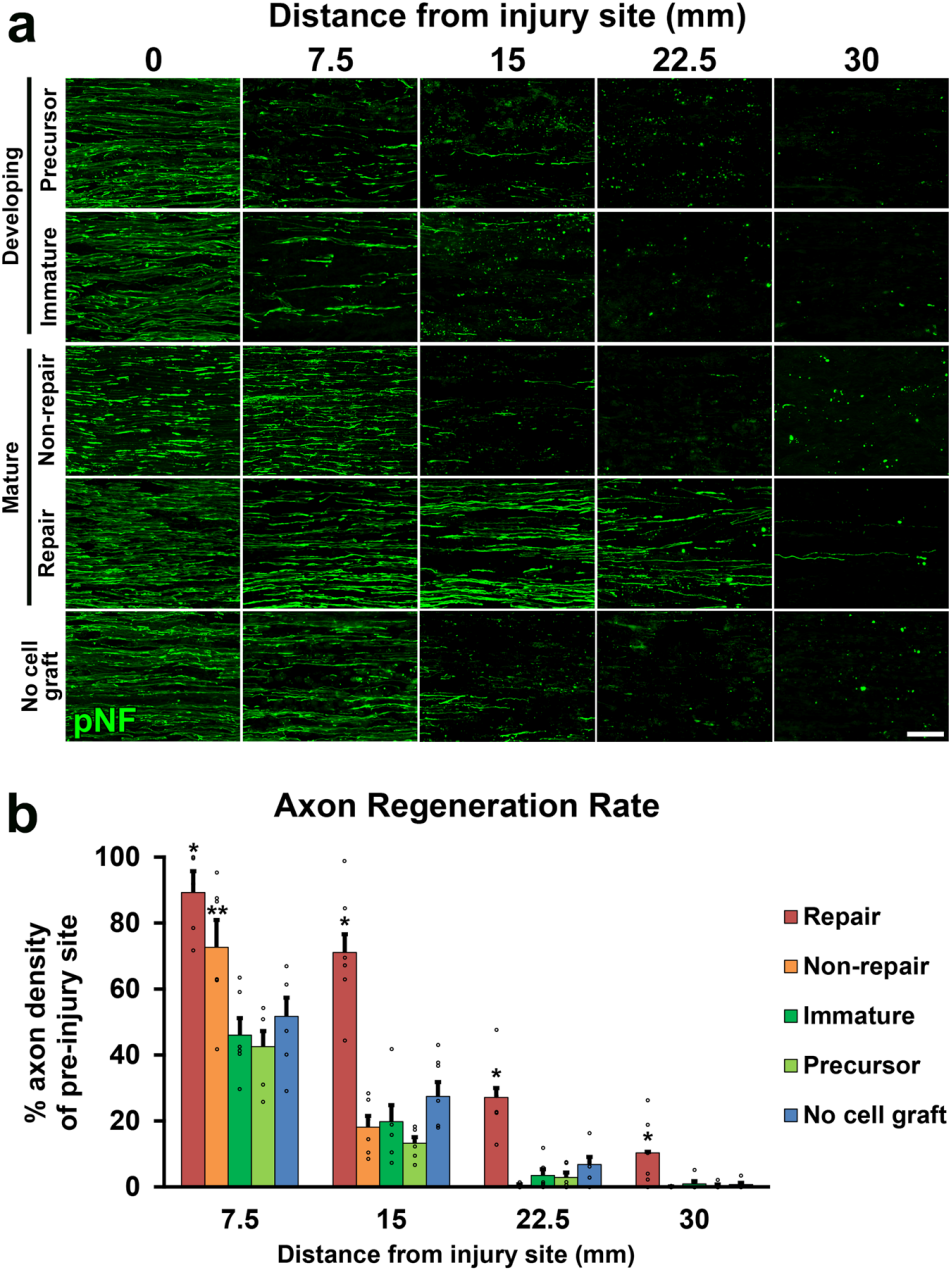
Axon regeneration induced by grafted SCs. **a** Representative images of regenerating axons labeled by pNF in five groups, which are graft of SCPs, ISCs, non-RSCs, RSCs, and no cell graft. RSCs grafts induced substantial axon regeneration. Left is proximal. Scale bar, 50 μm. **b** Quantification of regenerating axons. RSCs grafts demonstrated the greatest axon-promoting effect among all groups. Non-RSCs grafts revealed statistically more axons than SCPs graft, ISPs graft, and no cell graft. Six rats per group. *P < 0.05 vs. others, **P < 0.05 vs. ISCs, SCPs, and no cell graft, one-way ANOVA with the Tukey–Kramer test. Error bars represent the SEM.

**Fig. 4:**
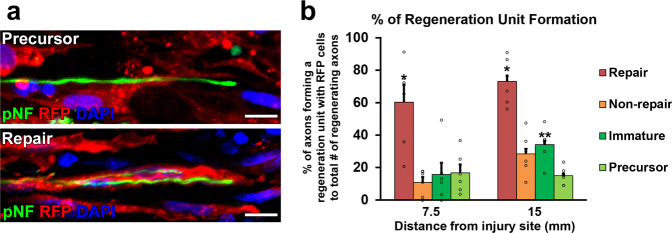
Regeneration unit formation by grafted RSCs. **a** High magnification images of regenerating axons (pNF, green) and grafted cells (RFP, red). Arrowheads indicate regenerating axons, which are tortuous and have growth cone-like morphology. The upper image is a representative example of the lack of a regeneration unit formation by grafted RFP expressing SCPs. RFP expressing SCPs have no association with a regenerating axon. In contrast, the lower image shows that RFP expressing RSCs form a regeneration unit with regenerating axons. Scale bars, 10 μm. Left is proximal. **b** Quantification of regeneration unit formation. Percentages of axons forming a regeneration unit with RFP^+^ cells to total # of regenerating axons were quantified. Grafted RSCs have a great capacity to form regeneration units. Six rats per group. *P < 0.05 vs. others. **P < 0.05 vs. SCPs. One-way ANOVA with the Tukey-Kramer test. Error bars represent the SEM.

### RSCs can promote neurite outgrowth of adult DRG neurons more effectively than SCPs

To confirm the finding that only mature but not developing SCs can promote the growth of injured adult axons, we further analyzed the effect of SCs on neurite outgrowth of co-cultured DRG neurons. We compared SCPs with RSCs, because SCPs were expected to promote axon regeneration more than ISCs due to their immaturity^28^ and association with growing axons^45^. Two kinds of DRG neurons were prepared from E14 and adult time points, and they were cocultured with SCPs or RSCs (Fig. 5a). After 24 h of co-culture, embryonic DRG neurons elongate their neurite well regardless of presence or type of SCs (Fig. 5b, c–e), indicating that the intrinsic growth property of embryonic DRG neurons is robust and that their neurite outgrowth is independent of extrinsic factors such molecules provided by cocultured SCs. In contrast, adult DRG neurons rarely elongate their neurites without cocultured SCs (Fig. 5b, f–h), and the cocultured SCs enhanced neurite outgrowth significantly. The effect of RSCs was the most, which was about 97% greater than that of SCPs in the longest neurite length (Fig. 5b, f–h). This result indicates that the growth property of adult DRG neurons is poor but mature SCs can support their neurite outgrowth effectively more than developing SCs.

**Fig. 5:**
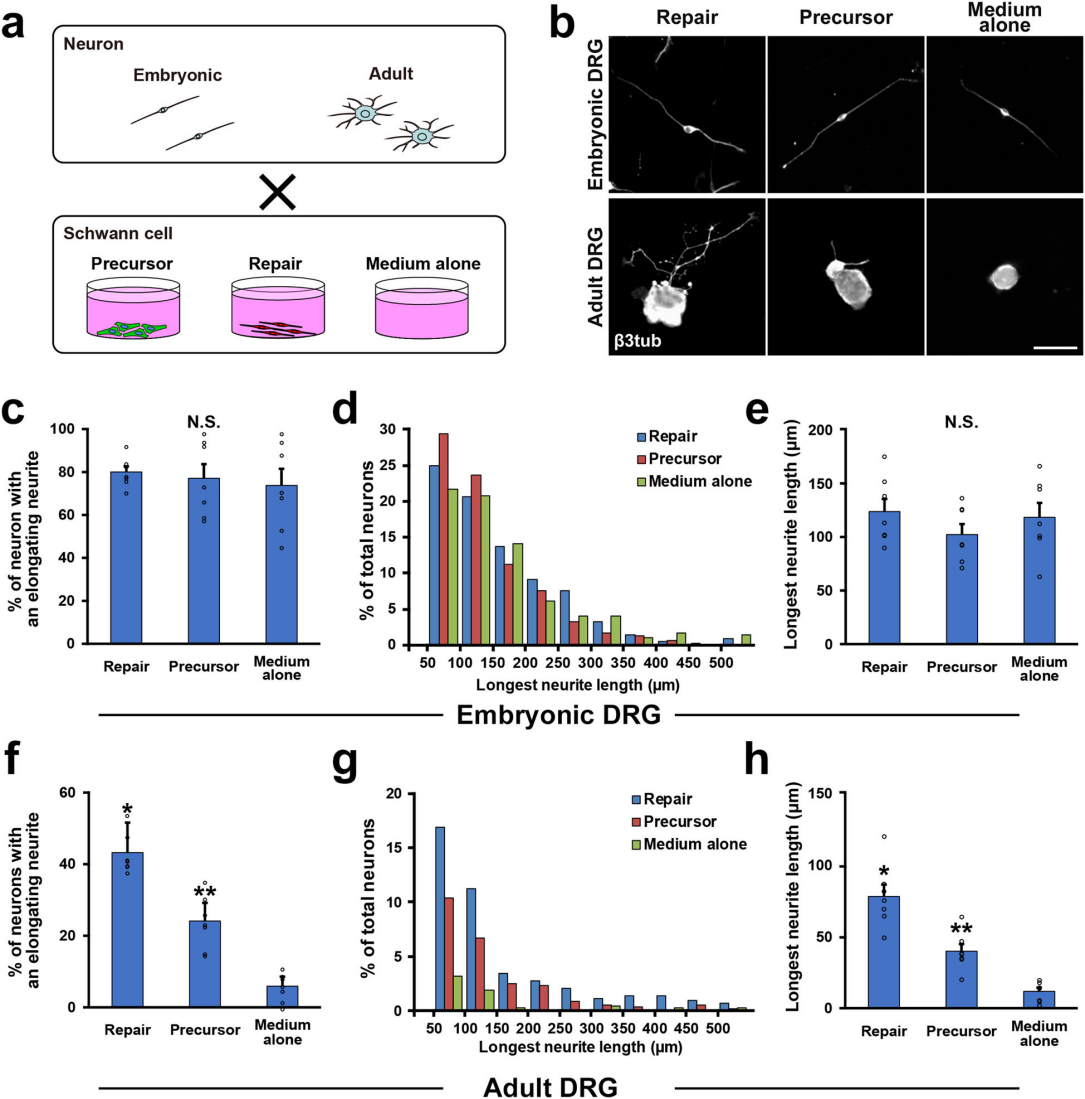
Enhancement of neurite outgrowth of DRG neurons by co-cultured SCs. **a** Schematic diagram of co-culture of DRG neurons and SCs. **b** Representative images of neurite outgrowth of DRG neurons in each condition. Immunolabeling with β3 tubulin depicted neurite elongation. Upper images are embryonic DRG neurons and neurite outgrowth of all three groups is comparable in length. Lower images are adult DRG neurons, showing a neuron co-cultured with RSCs elongated its neurite longer compared to neurons in other conditions. Scale bar, 50 μm. **c** Quantification of % of elongating embryonic DRG neurons. No statistical difference was detected among groups. Seven samples per group. At least 50 neurons were calculated in each sample. **d** Percentage of embryonic DRG neurons with the longest elongating neurite in the categories shown. There is no apparent distribution pattern among groups. **e** Quantification of the longest neurite of embryonic DRG neurons. There is no statistical difference among groups, demonstrating that the presence of co-cultured SCs does not affect neurite outgrowth of embryonic DRG neurons. **f** Quantification of % of elongating adult DRG neurons. RSCs stimulated neurite outgrowth of adult DRG neurons significantly more than SCPs, and the next is SCPs compared to the medium alone. Seven samples per group. At least 50 neurons were calculated in each sample. **g** Percentage of adult DRG neurons with the longest elongating neurite in the categories shown. **h** Quantification of the longest neurite of adult DRG neurons. RSCs promoted the length of neurite outgrowth of adult DRG neurons most among groups and the next is SCPs compared to medium alone. *, **P < 0.05 vs. others. One-way ANOVA with the Tukey–Kramer test. Error bars represent the SEM.

### Gene expression profile was distinctly different between RSCs and SCPs

To explore the molecular mechanisms underlying the marked difference of axon-promoting effects between the RSCs and the SCPs, we performed their transcriptome analysis by RNA-seq. 

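The RNA came from 3 preparations of SCPs and 3 preparations of RSCs. SCPs were dissociated from nerves of rat embryos at embryonic day 14 in 0.1% collagenase and 0.125% trypsin for 30 min. RSCs were dissociated from transected sciatic nerves of adult rats in 1% collagenase and 0.125% trypsin for 60 min. The paper gives the age of the adult rats as 8 to 10 weeks, and the sample labels give 10 weeks, with the nerve taken 1 week after transection. For each sample the authors deposited a Cufflinks table on the rn6 rat genome, with the FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) and the read coverage of each transcript. All 6 tables list the same reference transcripts with gene names. They also list 8815 to 9119 transcripts without a gene name in the RSC samples and 11355 to 12417 in the SCP samples, which Cufflinks assembled separately from each sample's reads. The unnamed transcripts held 18.6% to 23.4% of the FPKM in RSCs and 26.1% to 31.9% in SCPs. FPKM of the named transcripts were summed by gene symbol, so expression that Cufflinks placed in an unnamed transcript was not counted for the gene at that position. This gave 29468 symbols, of which 20494 were above 0 in at least 1 sample. The tables hold no read counts, so the absolute depth is unknown. The coverage per unit of FPKM, which rises with depth, was 0.93, 1.00 and 0.88 of the highest sample's in SCP replicates 1, 2 and 3, and 0.80, 0.84 and 0.79 in RSC replicates 1, 2 and 3. The 13003 genes with a mean of at least 1 FPKM over the 6 samples were compared on the log2(FPKM + 1) scale with limma, with a trend of variance on expression, and fold changes are given as RSC minus SCP. Adding 1 before taking the logarithm understates the change of genes with low FPKM. The thresholds were the paper's, an unadjusted p under 0.01 and a log2 fold change over 2 in either direction, and adjusted p-values are Benjamini-Hochberg values over all tested genes. A value of 0 in these tables can be an estimate that failed, so genes with such values are reported as listed at 0, with the value of each sample.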

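Of the 13003 genes tested, 5268 (40.5%) had an unadjusted p under 0.01, 2351 of them higher in RSCs and 2917 higher in SCPs. A log2 fold change over 2 in either direction was found for 1507 of these, 1015 higher in RSCs and 492 higher in SCPs. In all 1507 genes the 3 RSC values lay apart from the 3 SCP values. Over all tested genes the groups lay apart in 7624 (58.6%), where 10% would do so by chance. With Benjamini-Hochberg adjusted p under 0.01, the numbers were 4105 and 1422. Adding the unnamed transcripts to the genes they overlap, an alternative chosen after seeing the data, moved the first count most, to 8040, with 1843 over 4-fold, and taking the ratio of group means moved the second most, to 2155. After median-of-ratios scaling, 55.5% of the genes with p under 0.01 were higher in RSCs, against 44.6% without it and 43.7% after quantile normalization. The gene with the largest log2 fold change was Apod (chromosome 11 from 72705204 to 72726263 of rn6), with an FPKM of 18951 ± 3366 in RSCs and 8.47 ± 4.22 in SCPs (SD, n = 3 each), a log2 fold change of 11.07 (standard error 0.37, adjusted p = 2.4e-05) from limma. Igfbp7 (chromosome 14 from 33010300 to 33070193) was listed at 0 in every SCP sample and at 786, 854 and 771 FPKM in the RSC samples. S100a4 (chromosome 2 from 189997278 to 189999587), Lgals3 (chromosome 15 from 24153602 to 24165537) and Lyz2 (chromosome 7 from 60335968 to 60341264) followed, with log2 fold changes of 9.55, 8.95 and 8.44. Lyz2 belongs to a list of leukocyte marker genes, of which all 18 tested were over 4-fold higher in RSCs. On the other side stood the embryonic globin genes Hbe1 (chromosome 1 from 169003904 to 169005184), at 16879, 13854 and 68201 FPKM in the SCP samples, and Hbz (chromosome 10 from 15609348 to 15610826), at 6745, 2796 and 6325, both listed at 0 in every RSC sample. Crabp1 (chromosome 8 from 59344097 to 59352135) had an FPKM of 2.27 ± 0.723 in RSCs and 1097 ± 85.7 in SCPs, a log2 fold change of -8.41 (standard error 0.18, adjusted p = 7.0e-06). Moxd1 (chromosome 1 from 22124495 to 22206559) had a log2 fold change of -7.30. LOC103694494 (chromosome X from 77435664 to 77437033) was listed at 178, 324 and 38.6 FPKM in the SCP samples and at 0 in every RSC sample.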

Transcript expression levels were significantly different in 6804 genes (*p* < 0.01), and 1933 genes were more than 4-folds changed (*p* < 0.01, log2FC > 2), clearly indicating that gene expression profiles of the RSCs and the SCPs are distinctly different (Fig. 6a, b). Additional analysis by gene ontology (GO) showed that several biological features were also significantly different. The top seven genes enriched in the SCPs were development and morphogenesis-related ones but not repair and inflammation-related ones, whereas these in the RSCs were inflammatory response, cytokine production, and regulation of immune response (Fig. 6c), that are known to involve in repair processes after PNI^44,46–48^. 

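The gene sets of DAVID and metascape were not used here, and gene lists of the same themes were written by hand from the families and pathways. A list of inflammatory response and cytokine genes had 58 tested members and a median log2 fold change of 2.45 (adjusted p = 5.0e-14 over 25 lists, limma's camera test). The median over all tested genes was -0.17, and it moved to 0.0053 after median-of-ratios scaling, so the list lay 2.62 above the median gene. A pseudocount of 0.1 moved the list most, to 3.75. With the inter-gene correlation estimated from the data its camera p was 0.017, and splits of the samples that mix SCPs and RSCs gave a camera p as small as 7.1e-10. Of its members, 43 were higher in RSCs and 1 higher in SCPs at p under 0.01. Genes over 4-fold higher in RSCs made up 36 of the 58 genes tested (62.1%), against 7.81% of all tested genes (odds ratio 20.0, adjusted p = 6.3e-25 over 8 lists, one-sided Fisher's exact test, chosen after seeing the data). Over the alternatives the odds ratio was 16.6 to 63.5. Here and below, Fisher's exact test counts genes as independent. Its p-values are too small where members of a list vary together, and they do not measure the spread between preparations. Il33 (chromosome 1 from 248112636 to 248147030) was listed at 0, 0 and 1.85 FPKM in the SCP samples and 200.4, 207 and 178 in the RSC samples. Anxa1 (chromosome 1 from 237893983 to 237921165) had an FPKM of 485 ± 95.0 in RSCs and 6.55 ± 2.85 in SCPs (SD, n = 3 each), a log2 fold change of 6.07 (standard error 0.33, adjusted p = 7.0e-05). The only member over 4-fold higher in SCPs was Cxcl12, with a log2 fold change of -3.62 (standard error 0.24, adjusted p = 1.3e-04). Leukocyte marker genes were higher in RSCs as well, including Ptprc, at 10.8, 11.9 and 7.33 FPKM in the RSC samples and 0.193, 0.758 and 0.609 in the SCP samples. A list of skeletal and cartilage development genes, Hox genes included, had 51 tested members and a median log2 fold change of -1.12, which was -0.95 relative to the median gene (adjusted p = 5.6e-04, camera). With the inter-gene correlation estimated from the data, which changed its test most, it was no longer past p under 0.05 (camera p of 0.10). Of its members, 23 were higher in SCPs and 3 higher in RSCs at p under 0.01. Genes over 4-fold higher in SCPs made up 12 of the 51 genes tested (23.5%), against 3.78% of all tested genes (odds ratio 7.99, adjusted p = 4.2e-07, Fisher's exact test). Col2a1 (chromosome 7 from 139454945 to 139484098) had an FPKM of 0.377 ± 0.219 in RSCs and 82.5 ± 22.3 in SCPs, a log2 fold change of -5.90 (standard error 0.25, adjusted p = 3.8e-05). Pitx1 had a log2 fold change of -3.86 (standard error 0.21, adjusted p = 7.0e-05). Runx2 and Sox9 were higher in RSCs, with log2 fold changes of 1.81 and 0.77, and with the highest transcript per gene in place of the sum Runx2 went to -0.10.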

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis also identified axon guidance as to the most upregulated pathway in the SCPs (Fig. 6d), as expected in glial cells at the developing stage. 

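A hand-written list of axon guidance genes, mainly semaphorins, plexins, ephrins, Eph receptors, netrins and slits, had 62 tested members. Of these, 25 were higher in SCPs and 13 higher in RSCs at p under 0.01. Genes over 4-fold higher in SCPs made up 14 of the 62 genes tested (22.6%), against 3.78% of all tested genes (odds ratio 7.60, adjusted p = 9.0e-08, one-sided Fisher's exact test). Genes over 4-fold higher in RSCs numbered 7. The list spread in both directions, and its median log2 fold change of -0.51, or -0.34 relative to the median gene, did not stand apart from the other genes (adjusted p = 0.24, limma's camera test). Efnb3 (chromosome 10 from 56161432 to 56168815), which encodes an ephrin, was listed at 25.4, 20.6 and 16.3 FPKM in the SCP samples and 0, 0.129 and 0.274 in the RSC samples. L1cam (chromosome X from 156911336 to 156928056), which encodes a cell adhesion molecule, was listed at 44.2, 37.6 and 30.5 FPKM in the SCP samples and 0, 0 and 13.0 in the RSC samples. With the unnamed transcripts added, its RSC values were 19.9, 16.6 and 16.2 FPKM and its log2 fold change went from -3.98 to -1.17. In the other direction, Sema3b (chromosome 8 from 116353791 to 116363577), which encodes a secreted semaphorin, had an FPKM of 587 ± 38.6 in RSCs and 3.43 ± 1.76 in SCPs (SD, n = 3 each), a log2 fold change of 7.13 (standard error 0.29, adjusted p = 3.3e-05). Ntn4 (chromosome 7 from 34533543 to 34649330), which encodes a netrin, had an FPKM of 20.8 ± 2.38 in RSCs and 0.754 ± 0.265 in SCPs, a log2 fold change of 3.64 (standard error 0.20, adjusted p = 6.7e-05).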

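In a hand-written list of Hippo signaling genes, 18 of 57 tested members were higher in SCPs and 7 higher in RSCs at p under 0.01. Members over 4-fold higher in SCPs numbered 9 (15.8%, against 3.78% of all tested genes, odds ratio 4.84, adjusted p = 2.6e-04, Fisher's exact test), and those over 4-fold higher in RSCs 3. Its median log2 fold change of -0.23, or -0.063 relative to the median gene, did not stand apart from the other genes (adjusted p = 0.25, camera). Tead2 (chromosome 1 from 101213782 to 101230483), which encodes a transcription factor of the pathway, had an FPKM of 7.29 ± 1.79 in RSCs and 194 ± 42.6 in SCPs (SD, n = 3 each), a log2 fold change of -4.55 (standard error 0.24, adjusted p = 6.3e-05) from limma. Amot (chromosome X from 116751231 to 116810233) had a log2 fold change of -4.49 (standard error 0.19, adjusted p = 3.6e-05). Tgfb1 went the other way, with a log2 fold change of 3.32. In a list of Wnt signaling genes, 17 of 53 tested members were higher in SCPs and 7 higher in RSCs. Members over 4-fold higher in SCPs numbered 10 (18.9%, odds ratio 6.02, adjusted p = 2.8e-05, Fisher's exact test), and those over 4-fold higher in RSCs 2. The median was -0.42, or -0.25 relative to the median gene (adjusted p = 0.16, camera). With a mean FPKM of at least 5 it was -0.70 and past p under 0.05 in camera. Without RSC replicate 1 the median was -0.14 (camera p of 0.16). Sfrp2 (chromosome 2 from 182723732 to 182731277), which encodes a secreted frizzled-related protein, had an FPKM of 0.306 ± 0.184 in RSCs and 51.4 ± 9.85 in SCPs, a log2 fold change of -5.32 (standard error 0.21, adjusted p = 2.7e-05). Sfrp5 had a log2 fold change of -4.12 (standard error 0.46, adjusted p = 9.0e-04). Dkk3 and Wnt6 were higher in RSCs, with log2 fold changes of 2.15 and 2.02.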

Other well-known pathways in developing SCs, Hippo, and Wnt signaling pathways were also upregulated^28,49,50^. In contrast, in the RSCs, upregulated pathways were osteoclast differentiation, TNF signaling, and Toll-like receptor signaling pathways (Fig. 6d), which are related to the AP-1(Jun/Fos) transcription factor that is critical for the repair function of the RSCs^51,52^. Furthermore, a considerable number of genes related to basement membrane components such as collagens, laminins, and fibronectins^53^ are differently expressed (Supplementary Fig. 2). These findings indicate that there are rarely shared molecular features between the SCPs and the RSCs and that the molecular profile of the SCPs is exclusively related to development but not the repair process to which the molecular profile of the RSCs is mainly related. 

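The hand-written osteoclast differentiation list had 61 tested members and a median log2 fold change of 1.97 (adjusted p = 2.7e-12, limma's camera test), 2.14 above the median gene. The TNF signaling list had 52 members and a median of 1.60 (adjusted p = 5.4e-09, camera). The Toll-like receptor signaling list had 42 members and a median of 1.92 (adjusted p = 1.6e-09, camera). With the inter-gene correlation estimated from the data, the camera p of these lists was 0.0022, 0.027 and 0.029. At p under 0.01, 42, 35 and 29 members of these lists were higher in RSCs and 4, 2 and 1 were higher in SCPs. The lists share members, and the osteoclast list shares Csf1r, Tyrobp, Spi1 and Cybb with the leukocyte marker list. Genes over 4-fold higher in RSCs made up 49.2% of the osteoclast differentiation list (odds ratio 11.7, adjusted p = 3.5e-17, Fisher's exact test), 40.4% of the TNF signaling list (odds ratio 8.15, adjusted p = 1.7e-10) and 45.2% of the Toll-like receptor signaling list (odds ratio 9.92, adjusted p = 1.6e-10). Ncf1 (chromosome 12 from 25497104 to 25506300), which encodes a subunit of the phagocyte NADPH oxidase, was listed at 0 in every SCP sample and at 57.4, 50.6 and 52.0 FPKM in the RSC samples. Trem2, a receptor gene of the osteoclast list, had a log2 fold change of 4.73 (standard error 0.32, adjusted p = 1.5e-04). The chemokine genes Cxcl10 and Cxcl1 led the TNF list, with log2 fold changes of 4.98 and 4.75, and Spp1 led the Toll-like receptor list with 5.31. Higher in SCPs were Map2k6 (-2.19) and Map3k7 (-1.02) of the osteoclast list, Vegfc (-1.51) of the TNF list, Tab1 (-0.71) of the osteoclast and Toll-like receptor lists, and Chuk (-0.52) of the osteoclast and TNF lists, whose change was 0.038 with the highest transcript per gene. Of 8 AP-1 factor genes, 7 were higher in RSCs at p under 0.01, and the median log2 fold change was 2.68 (adjusted p = 1.4e-04, camera, and a camera p of 0.045 with the estimated inter-gene correlation). Atf3 (chromosome 13 from 109817892 to 109849632) had an FPKM of 427 ± 29.6 in RSCs and 5.93 ± 1.11 in SCPs (SD, n = 3 each), a log2 fold change of 5.96 (standard error 0.13, adjusted p = 7.4e-06). Fosl1 was listed at 1.53, 0 and 1.49 FPKM in the SCP samples and 28.5, 24.7 and 41.1 in the RSC samples. Fos (chromosome 6 from 109300433 to 109303299) had an FPKM of 405 ± 47.8 in RSCs and 94.3 ± 9.42 in SCPs, a log2 fold change of 2.09 (standard error 0.12, adjusted p = 8.1e-05). Jun (chromosome 5 from 114011184 to 114014277) did not differ, with an FPKM of 118, 635 and 672 in RSC replicates 1, 2 and 3 and 444, 423 and 483 in the SCP replicates, a log2 fold change of -0.28 (standard error 0.68, adjusted p = 0.76). With the unnamed transcripts added, its value in RSC replicate 1 was 783 FPKM and its log2 fold change 0.63, with p under 0.01. Of 10 other genes known to respond to tissue dissociation, 9 were higher in RSCs at p under 0.01 too.

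**Figure D1:**
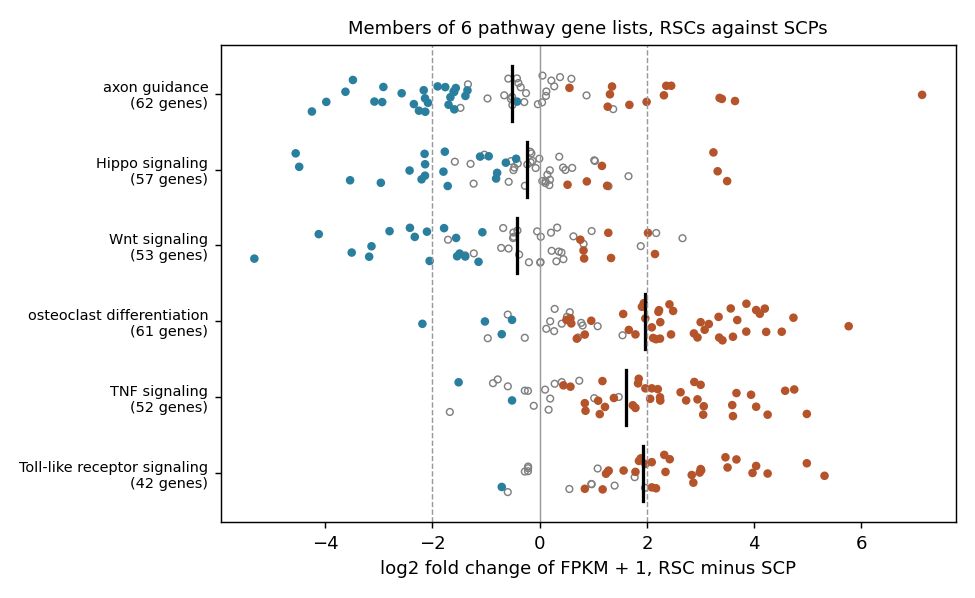
Each point is a gene, placed by its log2 fold change on the log2(FPKM + 1) scale, RSC minus SCP, with 3 samples per group; vertical position within a list has no meaning. Filled points have p under 0.01 (orange higher in RSCs, blue higher in SCPs), dashed lines mark a log2 fold change of 2 in either direction and black bars the medians, from -0.51 for axon guidance to 1.97 for osteoclast differentiation.

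**Figure D2:**
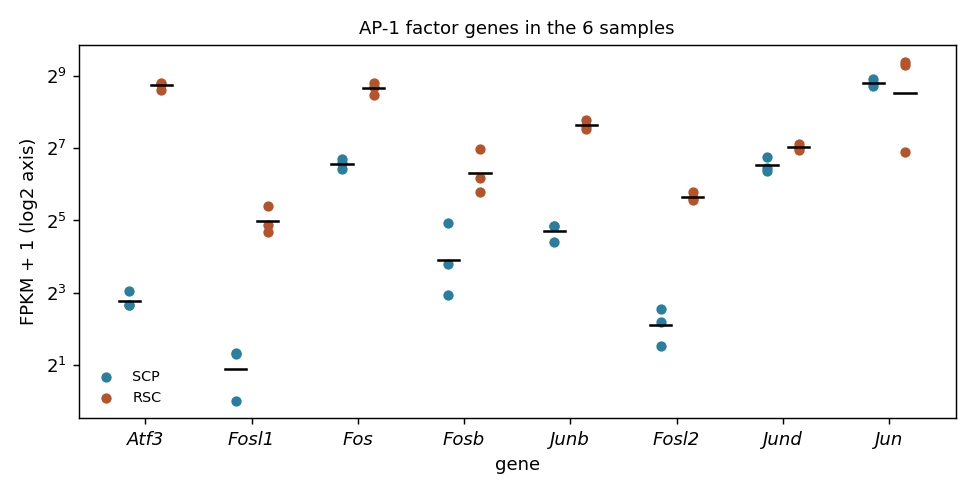
FPKM + 1 of the 8 AP-1 factor genes tested, on a log2 axis, with 1 point per sample and black bars at the mean of log2(FPKM + 1) in each group. The RSC points lie above the SCP points in every gene but Jun, where RSC replicate 1 lies at 118 FPKM, below the SCP samples.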

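Collagen, laminin, fibronectin and related genes numbered 45 among the genes tested, and 27 of them (60%) had p under 0.01, 19 higher in RSCs and 8 higher in SCPs. Among all genes tested this share was 40.5%. Over 4-fold differences were found in 17. The 32 collagen genes, with the collagen galactosyltransferase gene Colgalt2, went both ways, 12 higher in RSCs and 7 higher in SCPs, and their median log2 fold change of 0.28, or 0.45 relative to the median gene, did not stand apart (adjusted p = 0.16, limma's camera test). Without RSC replicate 3 this median was -0.022. Of 8 laminin genes, 4 were higher in RSCs at p under 0.01, with a median of 1.22 (adjusted p = 0.014, camera), which was 0.48 with no filter. With the estimated inter-gene correlation the laminin list had a camera p of 0.084. Col15a1 (chromosome 5 from 64476315 to 64543513) had an FPKM of 149.7 ± 25.0 in RSCs and 6.09 ± 1.29 in SCPs (SD, n = 3 each), a log2 fold change of 4.41 (standard error 0.19, adjusted p = 3.8e-05). The fibronectin gene Fn1 (chromosome 9 from 78900111 to 78969015) had an FPKM of 958 ± 106 in RSCs and 133 ± 40.2 in SCPs, a log2 fold change of 2.88 (standard error 0.22, adjusted p = 2.4e-04). Fibroblast marker genes, a list that includes Col1a1, Col1a2 and Col3a1, had a median log2 fold change of 2.63 over 8 genes.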

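Of the genes tested, 7735 (59.5%) did not reach p under 0.01, and 7943 (61.1%) differed by a log2 fold change of at most 1 in either direction. With the unnamed transcripts added, 57.4% of 14019 genes did reach p under 0.01. A mean of at least 1 FPKM in both groups was found for 10838 genes (83.3%), in SCPs alone for 968 and in RSCs alone for 1197. Another 3761 genes had p under 0.01 with a log2 fold change of at most 2. The genes over 4-fold different made up 11.6% of those tested. The paper reads the development-related terms and pathways of the SCPs, the inflammation-related terms and AP-1-related pathways of the RSCs and the differences in basement membrane genes together, and from them concludes that the SCPs and the RSCs share few molecular features, with the profile of the SCPs tied to development and that of the RSCs mainly to repair.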

Lastly, we quantified the secretion of two axon-promoting neurotrophic factors, nerve growth factor (NGF) and brain-derived neurotrophic factor (BDNF)^54^ in the SCPs and the RSCs. Notably, the RSCs produced significantly more NGF and BDNF than the SCPs (Fig. 7), supporting the finding of the marked difference of axon-promoting effect of these SCs at the protein level.

**Fig. 6:**
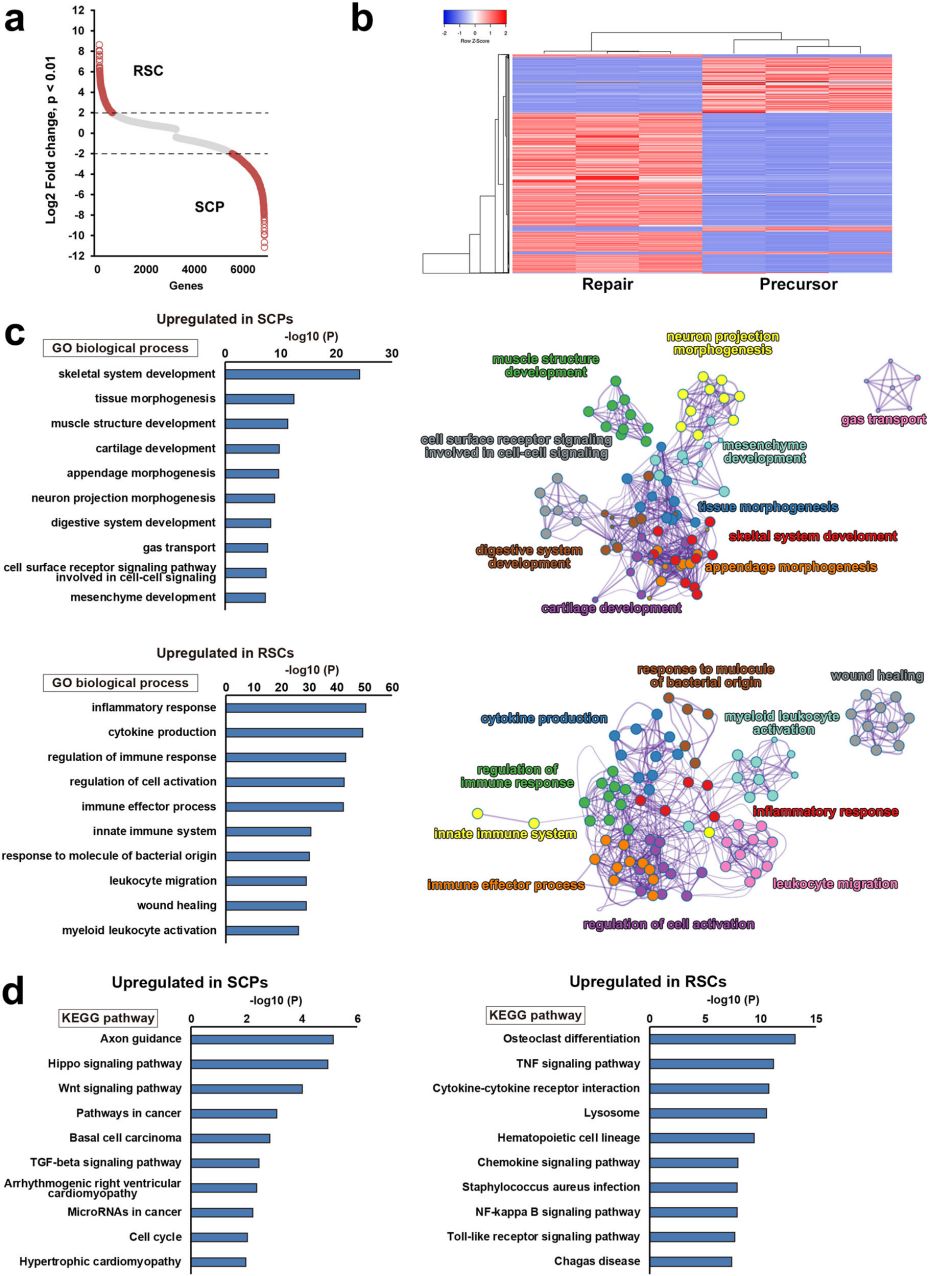
Transcriptome analysis of RSCs and SCPs. **a** Scatter plot analysis for transcript expression levels of significantly upregulated or downregulated genes in RSCs and SCPs. Red circles indicate genes with Log2 fold change over 2 or under −2. Transcript expression levels were significantly different in 6804 genes (*p* < 0.01), and 1933 genes were more than 4-folds changed (*p* < 0.01, log2FC > 2). **b** Heatmap of gene expressions in RSCs and SCPS. They revealed a high degree of similarity between the samples in each group, and gene expression profiles are distinctly different between RSC and SCPs. Red and blue indicate the highest and lowest relative levels of gene expression. **c** Top ten enriched GO terms of biological process and their cluster visualization in SCPs (upper row) and RSCs (lower row). Development-related terms are upregulated in SCPs, whereas inflammation-related terms are upregulated in RSCs. Cluster annotations are shown in each clusters’ color. **d** KEGG pathway analysis in SCPs (left) and RSCs (right). Biological terms are distinctly different between these two cells.

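Similarity between samples was measured as the Pearson correlation of log2(FPKM + 1) across the 13003 tested genes, which are not independent replicates. The 6 pairs of samples within a group had correlations of 0.882 to 0.905, with a median of 0.895. The 9 pairs of an SCP sample with an RSC sample had correlations of 0.639 to 0.675, with a median of 0.668, so the medians differed by 0.227 and the ranges did not overlap. Among the 10 ways to split the 6 samples into 3 and 3, the division into SCPs and RSCs gave the largest difference, and the next gave 0.00348, with 0.1 the smallest share that 10 splits allow. The choice of genes moved this difference most, from 0.128 with every gene above 0 to 0.347 with a mean FPKM of at least 5. With the unnamed transcripts added, chosen after seeing the data, correlations within groups were higher, at 0.941 to 0.962 with a median of 0.952. Those between groups were then 0.647 to 0.684, with a median of 0.672.

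**Figure D3:**
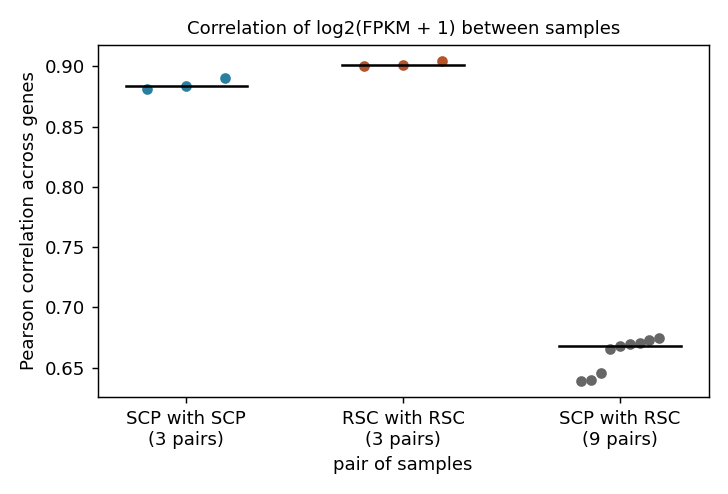
Pearson correlation across genes of log2(FPKM + 1) for each of the 15 pairs of samples, with 1 point per pair and black bars at the medians; the vertical axis does not start at 0. The pairs within a group lie at 0.882 to 0.905 and the pairs between groups at 0.639 to 0.675.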

**Fig. 7:**
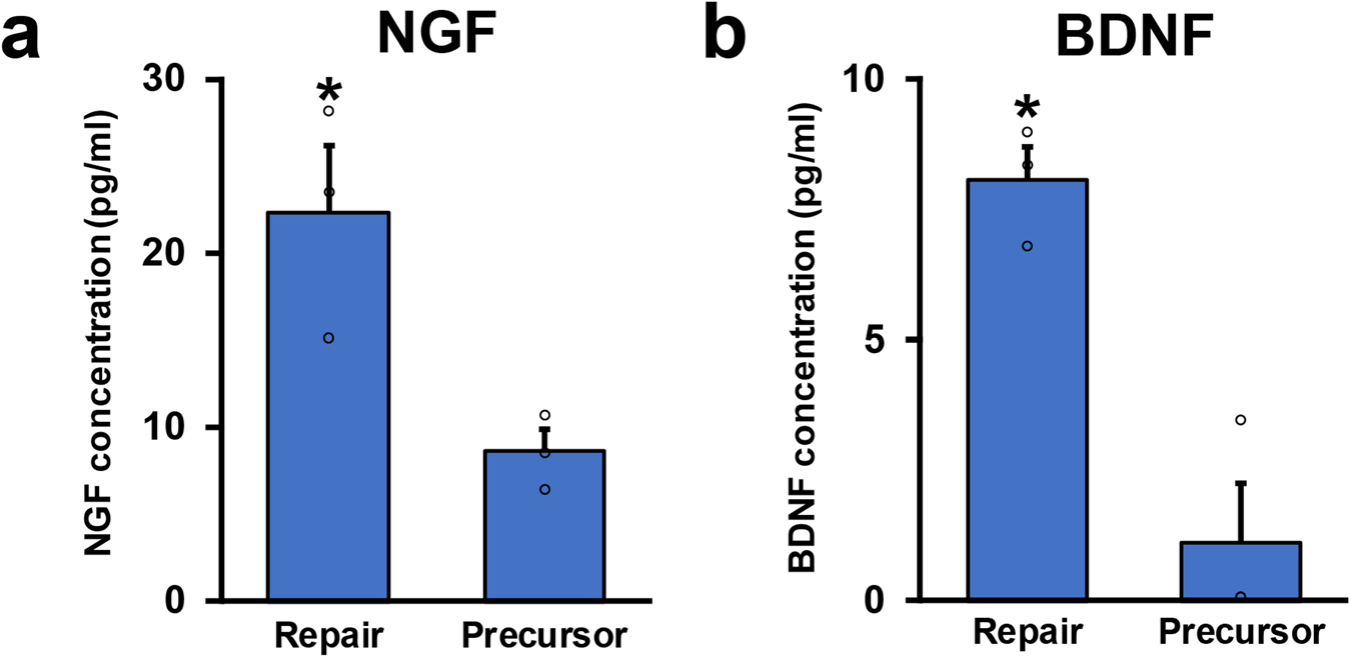
Neurotrophic factor secretion of RSCs and SCPs. **a** NGF concentrations of conditioned medium of RSCs and SCPs. RSCs secrete more than twofold of NGF than SCPs do. Three samples per group. *P < 0.05; Student’s *t*-test. Error bars represent the SEM. **b** BDNF concentrations of conditioned medium of RSCs and SCPs. RSCs secrete more than fivefold of BDNF than SCPs do. Three samples per group. *P < 0.05; Student’s *t*-test. Error bars represent the SEM.

## Discussion

The current study demonstrated that the capacity of SCs to promote axon regeneration after PNI totally depended on their developmental stage. Developing SCs such as SCPs and ISCs failed to promote axon regeneration, whereas mature SCs could induce axon regeneration. This is quite notable because there are several reasons to expect developing SCs to promote axon regeneration after PNI. First, many literatures report that developing cells have a therapeutic effect on tissue repair or regeneration^8,9,12,55–57^. Second, in CNS injury models, grafts of developing cells induced axon regeneration^10,30,58^. Third, when developing neurons extend their axons, neighboring immature glial cells support them^38,45,59,60^. Fourth, because developing cells are generally more proliferative and resilient than mature cells, they could survive better when grafted. Lastly, developing cells differentiate in the graft environment. Since they are plastic, they might adopt the injured environment and differentiate into more reparative phenotype^34,61–65^. Regardless of these reasonable facts, developing SCs has no axon promoting effect at all after PNI, clearly indicating that developing SCs are specialized in supporting developing axons but not injured adult axons and that the extrinsic mechanism of regenerating axons differ from that of developing axons.

Developing SCs showed interesting behavior after grafting in the current study. The number of survived SCPs was smaller in more distal areas than the proximal area (Fig. 2c). In development, the survival of SCPs but not ISCs depends on secreted molecules such as neuregulin^66^ from neighboring growing axons^42,67^. Accordingly, this interesting behavior is assumed to be the result that regenerating axons secrete soluble molecules stimulating SCPs like developing axons^68,69^ and that only SCPs close to regenerating axons can survive after grafting by receiving stimulation of secreting molecules from axons. This finding suggests that prepared SCPs still retain the initial phenotype even after grafting into the injured environment.

Accumulated evidence shows that axon regeneration requires both intrinsic and extrinsic mechanisms^70–74^. Based on the result of the co-culture experiment (Fig. 5) and others^43^, adult DRG neurons need extrinsic support from SCs for neurite outgrowth. In contrast, developing DRG neurons demonstrated substantial neurite outgrowth independently from co-cultured SCs (Fig. 5c, e), suggesting that developing DRG neurons have a great intrinsic growth capacity and require no extrinsic support from SCs. Indeed, developing SCs contribute to axonal sorting and maintenance but not to axonal extension^60,75^, supporting this observation. The extrinsic mechanism of axon regeneration consists of secreted factors as well as contact-mediated factors^43,76^. Regarding the former factors, SCPs do not secrete a comparable amount of neurotrophic factors to RSCs (Fig. 7). About the latter factors, their expression profile of collagens, laminins, and fibronectins, which are major extracellular matrix (ECM) molecules associated with basement membrane^53,77^ was quite different from that of RSCs (Supplementary Fig. 2), and developing SCs couldn’t form many regeneration units (Fig. 4b)^78^. Although the exact function of ECM molecules on axon regeneration is not fully understood, some type of collagen and laminin is reported to have critical roles in axon regeneration^79,80^. The obtained results suggest that developing SCs generate less ECM necessary for axon regeneration than mature SCs, and these facts explain at least partially the reason why developing SCs failed to promote axon regeneration.

In the current study, we employed a 2-week time point to assess the axon promoting effects of grafted cells, because this time point was originally defined as optimal to compare the axon promoting effects in this experimental model^20^. At later time points, this model has less sensitivity to detect the difference of axon promoting effects, because more axons regenerate and more host SCs migrate into acellular region. Regarding the therapeutic effects of each SCs, we did not perform a functional assessment, because it does not necessarily reflect the ability to promote axon regeneration of grafted SCs. Functional recovery after PNI requires axon regeneration and then remyelination. However, the capacity of each SCs to promote remyelination remains unclear. Myelination-related genes are differentially expressed in each SCs^81,82^, indicating that their remyelinating effects after PNI would vary. In addition, the extent of proliferation is different among each SCs (Fig. 2e). Although the ability of grafted SCs to promote axon regeneration is critical, multiple aspects of SCs will affect therapeutic effects induced by the graft of SCs.

The current study revealed that molecular profiles of SCPs and RSCs were distinctively different (Fig. 6), supporting the recent idea that RSCs are not dedifferentiated SCs like developing SCs^35,44^. In detail, SCPs upregulate guidance molecules and pathways related to development, whereas RSCs upregulate cytokine production, inflammation-related molecules, and pathways, exactly reflecting the environment where SCs located (Fig. 6). SCPs are surrounded by immature cells and little inflammation, whereas RSCs are in the center of inflammation consisting of debris and immune cells^47,83–86^. This molecular comparison data provides the basis for analyzing the characteristics of RSCs in addition to the previous analysis^48^.

Based on the current findings, RSC is a potent candidate as a graft material for cell therapy of PNI, especially compared to nonRSCs. However, previous attempts of SC grafts for PNI used nonRSCs and there was little information on their molecular and cellular profiles^14,16–18^. SCs were prepared from the patient’s intact sural nerve or intact rat sciatic nerve and expanded several times. In those studies, if RSCs were used instead of nonRSCs, more regeneration could have been induced. For clinical translation, it is necessary to establish the protocol to generate RSCs from nonRSCs and maintain their therapeutic effects. Ideally, the generation of RSCs from pluripotent stem cells or allogenic cells is suitable for a practical clinical application, since no sacrifice of the nerve is required.

In rodents, SCs start to change their transcriptional pattern into repair phenotype in several hours after PNI^48^, and by one to four weeks after PNI, they dramatically change its morphology through demyelination, elongation, and branching^87^. These steps undergo smoothly in young mice, however, in aged mice, phenotypic change of SCs is impaired, resulting in poor axon regeneration^72^. Based on these findings with the current findings, acceleration of phenotypic change from nonRSCs into RSCs is a therapeutic target for PNI.

In conclusion, RSCs demonstrated the greatest axon-promoting effects among four types of SCs in different developmental stages. Unlike CNS, developing glia had no significant effects on axon regeneration. Future therapeutic strategies include implantation of RSCs with an establishment of conversion method from nonRSC to RSC and an identification of key molecules expressed by RSCs for axon regeneration.

## Methods

### Animals

Adult LEWIS rats (Wild-type, Charles River Laboratories Japan, Inc.) were used in all experiments. Their body weight ranged from 155 to 211 g with an average of 185 g. Graft cells were prepared from syngeneic adult LEW-Tg (Gt(ROSA)26Sor-DsRed*)7Jmck rats that ubiquitously express the DsRed monomer driven by the gene trap ROSA 26 promoter, supplied by the National BioResource Project (Kyoto University, Kyoto, Japan). The study protocol was approved by the local ethical committee of Hokkaido University. Animals had free access to food and water throughout the study. For animal anesthesia, a mixture of ketamine (75–100 mg/kg, KETALAR^®^, Daiichi Sankyo Propharma Corporation, Tokyo, Japan) and medetomidine (0.5 mg/kg, DOMITOR^®^, Orion Corporation, Espoo, Finland) was administered by intraperitoneal injection.

### SC preparation

All grafted cells used in this study were prepared from transgenic LEWIS rats that ubiquitously expressed RFP and that were syngeneic to wild-type LEWIS rats. SCPs and ISCs were harvested using a modified protocol described previously^38,88^. In brief, E14 and E18 Embryos were harvested from time-mated pregnant females, and bilateral sciatic nerves and brachial plexus were dissected using fine forceps (Fine Science Tools, No.11252-202). Then, dissected nerves were transferred to an enzymatic digestion medium containing 0.1% collagenase I (Sigma-Aldrich) and 0.125% trypsin in Dulbecco’s modified Eagle medium (DMEM)/Ham’s F-12 (DMEM/F12, Wako, Osaka, Japan). After incubation for 30 min at 37 °C, nerves were mechanically dissociated by pipetting 30 times in a 1 ml SC culture medium, which consists of DMEM/Ham’s F-12 supplemented with 10% fetal bovine serum (FBS), 1% GlutaMAX (Thermo Fisher Scientific, Waltham, MA), and 1% penicillin-streptomycin (PS, Thermo Fisher Scientific). RSCs and non RSCs were prepared from intact sciatic nerves and distal segments of transected sciatic nerves of 8–10 week old rats according to a modified protocol^89^. Briefly, sciatic nerves running from the sciatic notch or the transection site to the end of the femur were dissected, cut into 1- to 2-mm pieces using micro-scissors after removal of the epineurium, and transferred to enzymatic digestion medium containing 1% collagenase I and 0.125% trypsin in DMEM/F12. After incubation for 1 h at 37 °C, tissues were mechanically dissociated by pipetting 30 times in a 1 ml SC culture medium. To remove myelin debris, cell suspension of non RSCs were resuspended in 10 ml SC culture medium, and mixed with 8 ml Percoll plus (GE Healthcare, Chicago, IL), 2 ml 10× HBSS (Wako, Osaka, Japan), 10 ml 1× HBSS, and centrifuged 30 min in 4 °C using fixed angle centrifuge rotors. Ten ml solution at the bottom was gently taken and washed with 1× HBSS. Lastly, to remove adhesive cells such as fibroblasts and macrophages, cells were seeded in 75 cm^2^ non-coated flasks for 30 min, and cells floating in culture medium were used for experiments. Cell viability, which was assessed with trypan blue (Life Technologies, Grand Island, NY), was within the range of 92–99% for all cell preparations. For characterization, cells were cultured on poly-l-lysine (PLL, Sigma-Aldrich) and laminin (Sigma-Aldrich) coated 24-well plates at a density of 1.0 × 10^5^ cells/cm^2^ with the SC culture medium. For grafting and RNA extraction, prepared cells were resuspended in PBS (Thermo Fisher Scientific). For coculture experiment or ELISA analysis, cells were resuspended DMEM/F12 supplemented with 2% B27 (Thermo Fisher Scientific), Heregulin (20 ng/ml, Peprotech), 1% GlutaMAX, and 1% PS.

### Surgical procedures

A recently developed experimental model dedicated to assessing the efficacy of grafted cells on axon regeneration was used^20^. Briefly, the sciatic nerve was exposed and received 2 crush injuries made by micro-mosquito forceps. The proximal injury was just distal to the sciatic notch, and the distal injury was 25 mm distal to it. For making decellularization area, this 25-mm long area between two injury sites was subject to repeated frozen by liquid nitrogen and spontaneous thaw at room temperature five times. To mark the injury site, a stay suture was placed at the epineurium just next to the injury site. A total of 30 rat sciatic nerves were divided into the following five groups, (1) SCP grafts, (2) ISC grafts, (3) nonRSC grafts, (4) RSC grafts, and (5) no cell graft. One million cells in 10 µl PBS were grafted into the decellularized area by four injections through a 34 gauge needle of NanoFil syringe (World Precision Instruments, Sarasota, FL) in cell grafts groups, and 10 µl PBS alone were injected using the same method in the no cell graft group.

### Coculture of DRG neurons and SCs

Embryonic DRGs and adult lumber DRGs were dissected from E14 and 10–12 weeks old wild-type LEWIS rats. Embryonic DRGs were incubated in 0.1% collagenase type XI(Sigma-Aldrich) for 1 h at 37 °C, and adult DRGs were incubated in 0.5% collagenase type XI solution for 1 h at 37 °C. After enzymatic digestion, they were mechanically dissociated by pipetting 30 times in a 1 ml medium, consisting of DMEM/Ham’s F-12 supplemented with 2% B27, 1% GlutaMAX, and 1% PS.^8,9,90^ Embryonic and adult DRG neurons were cocultured with SCPs or RSCs. SCs were seeded at a density of 5.0 × 10^4^ cells/cm^2^ on the 48-well plate coated with PLL and laminin. Three hours later, 5.0 × 10^3^ DRG neurons/cm^2^ were placed in the wells with the neuron culture medium. Twenty-four hours later, cells were fixed with 4% paraformaldehyde (PFA, Nacalai Tesque Inc., Kyoto, Japan) in 0.1% phosphate buffer (PB). Neurite outgrowth was quantified as described previously^43^. Images were taken by an all-in-one fluorescent microscope (BZ-X710, Keyence, Osaka, Japan) using a 20× objective lens. Neurites were traced and measured by ImageJ^91^ with plugin software, NeuronJ, as described previously^71,92^. To avoid the effect of neuron-neuron interaction, if their neurites touched neurites of other neurons, these neurons were excluded from the analysis. Fifty micrometer or longer neurite was defined as an elongating neurite^93^. At least 50 neurons were randomly selected per well, and the % of neurons with elongating neurites and the averages of longest neurites were calculated. Experiments were repeated three times and a total of six wells per condition were obtained.

### Immunohistochemistry and immunocytochemistry

For immunohistochemistry, sciatic nerves were dissected after perfusion with 4% PFA in 0.1% PB, followed by overnight fixation with 4% PFA at 4 °C. On the following day, nerves were transferred into 30% sucrose in 0.1% PB and stored until sectioning. When sectioning a nerve, a small cut was made at the injury site to mark the injury site. Nerves were sagittally sectioned using cryostat at 10-μm intervals and directly mounted on 10 slides in order. For immunocytochemistry, cultured cells were fixed with 4% PFA in 0.1% PB for 15 min. Fixed cells or sections were incubated overnight with primary antibodies against RFP (1:200, goat from Sicgen, Portugal), pan neurofilament (pNF, 1:1000, mouse from Biolegend, San Diego, CA), S100β (1:200, rabbit from Abcam, Cambridge, UK), Ki67 (1:500, rabbit from GeneTex, Irvine, CA), β3 tubulin (1:1000, rabbit and mouse from Biolegend), Nestin (1:500, mouse from BD Bioscience, Franklin Lakes, NJ), Sox2 (1:500, rabbit from Merck Millipore, Burlington, MA), and Sox10 (1:100, goat from R&D systems, Minneapolis, MN) at 4 °C. Then, after washing with Tris-buffered saline, sections were incubated in Alexa 488, 594, or 647 conjugated to donkey secondary antibodies (1:1000, Jackson Immunoresearch, West Grove, PA) and DAPI for 1 h at room temperature.

### Quantification

Three consecutive sections from the middle part of the nerve were used for quantification of in vivo studies. The total number of RFP expressing cells were identified by the presence of DAPI surrounded by RFP immunoreactivity at high magnification image, quantified in a 100-µm wide region at three points, which were 7.5, 15, 22.5 mm distal to the proximal injury site, and divided by the total quantified area as the density of grafted cells. For quantifying the proliferating grafted cells, the RFP and Ki67 double-immunoreactive cells were counted in the same manner. Axon regeneration rate was quantified as described previously^20^. Briefly, lines perpendicular to sections were set at points 7.5, 15, 22.5, and 30 mm distal and just proximal to the injury site. The numbers of pNF-labeled axons crossing each line were quantified. For normalization, the sum of the axon numbers of three sections was divided by the sum of the length of each line as an axon density. To calculate the percentage of axon regeneration, the axon density of each point was divided by the density at the uninjured site, which was 1.5 mm proximal to the injury site. To evaluate the three-dimensional relationship between axons and grafted cells, triple stained sections for pNF, RFP, and DAPI were imaged at points 7.5 and 15 mm distal to the injury site in which regenerating axons are observed in all samples with a confocal laser microscope (FV-1000, Olympus, Tokyo, Japan) at the 1000× magnification. The number of axons that have a close association with graft cells was divided by the total number of axons as the % of regeneration unit formation.

### RNA-seq

RNA was extracted from SCPs and RSCs using TRIzol (Thermo Fisher Scientific, Waltham, MA) and RNeasy plus mini kit (Qiagen, Netherland) using the manufacturer’s instructions. Total RNA integrity and quality were assessed with Aglient 2100 bioanalyzer (Aglient Technologies, Santa Clala, CA, USA), and samples over 1 μg which had an RNA integrity number greater than 7 were used for RNA-seq. Each library was generated using the TruSeq Strandard mRNA Sample Preparation Kit (Illumina, Inc., San Diego, CA, USA), and paired-end reads (100 bp) were obtained by Illumina NovaSeq 6000 (Illumina, Inc). Reads were mapped by alignment to rattus norvegicus genome rn6 and analyzed by TopHat, Cuff links, and Cuffdiff^94^ Genes with *p* value < 0.01 and log2FC > 2 were defined as differentially expressed genes (DE genes). GO and KEGG (Kyoto Encyclopedia of Genes and Genome) pathway analyses were performed using DAVID (https://david.ncifcrf.gov/) databases and metascape (https://metascape.org/gp/index.html#/main/step1). Heatmap was made using Heatmapper (http://www.heatmapper.ca/expression/). Clusters of biological processes were visualized by prefuse force-directed layout using Cytoscape (https://cytoscape.org).

### Enzyme-linked immunosorbent assay (ELISA)

SCPs and RSCs were seeded at a density of 2.0 × 10^5^/well on the 24-well plate coated with PLL and laminin and cultured in 1.5 ml of culture media mentioned above. Concentrations of NGF and BDNF were measured using Rat NGF/BDNF ELISA kit (Abcam, Cambridge, UK) following the manufacturer’s instruction (*N* = 3/group). The absorbance was read at 450 nm using Benchmark-Plus Reader (BIO-RAD, CA).

### Statistical analysis

The normality of the data distribution was assessed with the Shapiro–Wilk test. Multiple-group comparisons were made with Kruskal–Wallis analysis of variance and the Tukey–Kramer test, and two-group comparisons were made with the unpaired two-tailed Student’s *t*-test. All analyses were performed with JMP Pro 14.0 software (SAS Institute, Cary, NC) with a pre-specified significance level of 95%. Data are presented as the mean ± standard error of the mean (SEM).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figure

REPORTING SUMMARY

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. Sequence data that support the findings of this study are deposited in Gene Expression Omnibus under the accession code GSE188399.

# Supplementary material for: Mature but not developing Schwann cells promote axon regeneration after peripheral nerve injury
**Source:** NPJ Regen Med. 2022 Jan 28;7:12. doi: 10.1038/s41536-022-00205-y
**Supplement:** Supplementary file 1 — Supplementary Figure

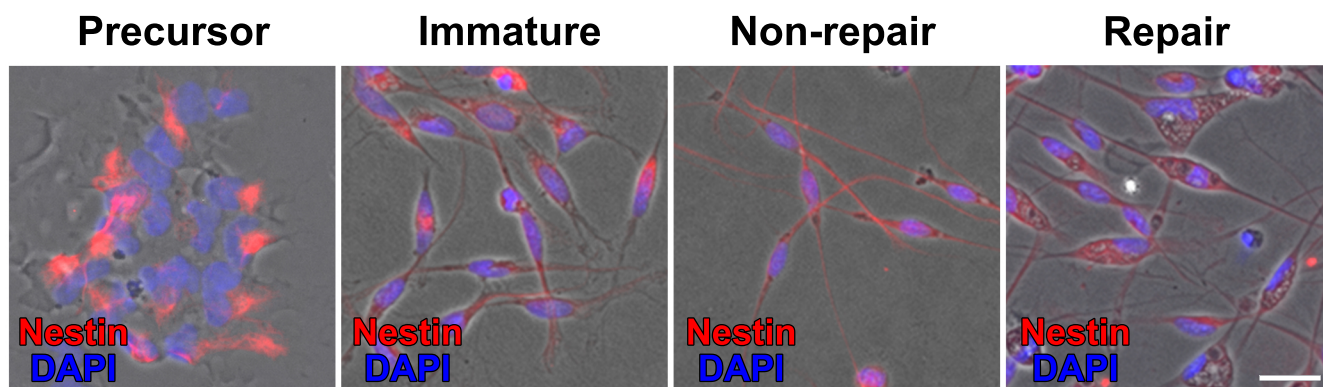

### Supplementary Figure 1: Nestin expression of prepared SCs

Phase-contrast images and nestin immunolabeling of prepared SCs. Nestin is expressed in all type of SCs. Scale bars: 20  $\mu$ m.

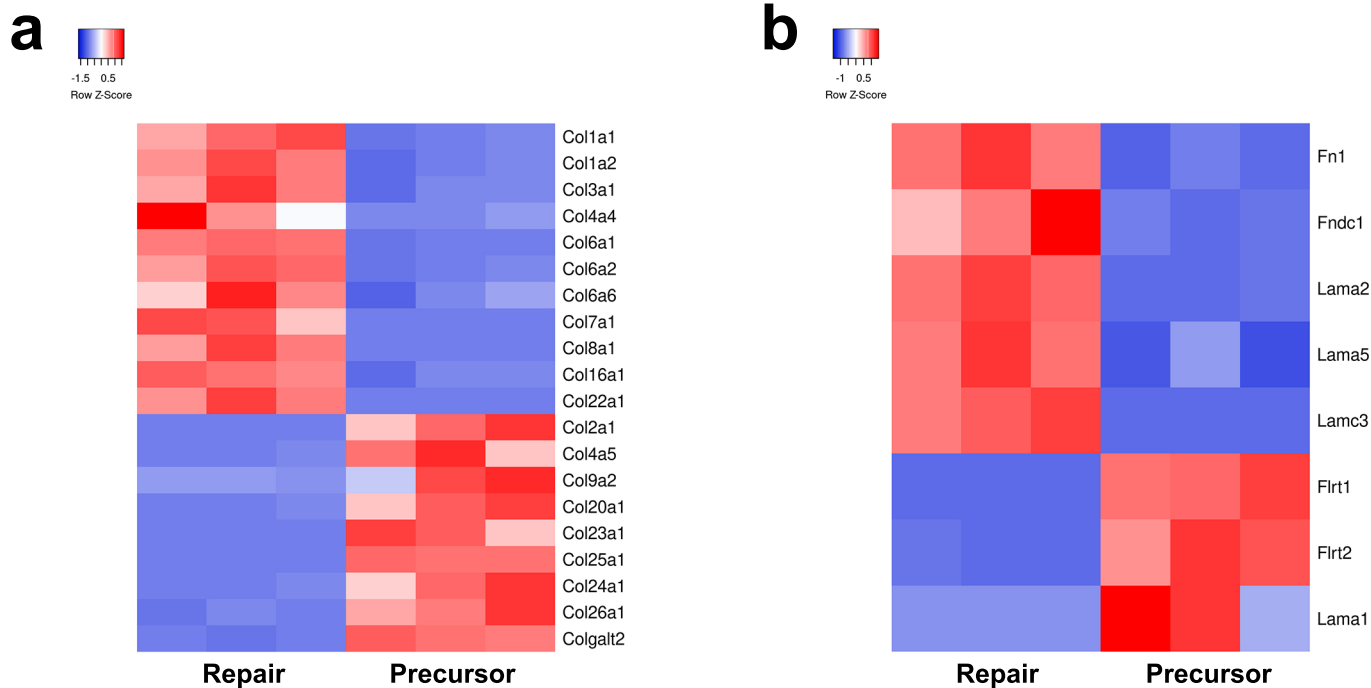

## Supplementary Figure 2: Expression pattern of genes related to extra-cellular matrix production

Heatmaps of genes related to collagen (a), laminin and fibronectin (b) with significant different expression between RSCs and SCPs excerpted from Figure 6b. 

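The heatmaps show 28 genes, of which 26 had a mean of at least 1 FPKM and were tested. All 26 had the direction of the heatmaps, 21 of them with p under 0.01 and 16 with an over 4-fold difference as well, and the direction of Lama1 changed with median-of-ratios scaling and a pseudocount of 0.1, and when SCP replicate 1 or SCP replicate 2 was left out. Higher in RSCs, Col1a1 (chromosome 10 from 82745801 to 82762790 of rn6) had an FPKM of 1773 ± 263 in RSCs and 167 ± 76.7 in SCPs (SD, n = 3 each), a log2 fold change of 3.52 (standard error 0.40, adjusted p = 9.4e-04) from limma. Col7a1 (chromosome 8 from 117694441 to 117726844) had an FPKM of 31.3 ± 1.29 in RSCs and 0.590 ± 0.0490 in SCPs, a log2 fold change of 4.35 (standard error 0.14, adjusted p = 2.2e-05). The log2 fold changes of Col1a2, Col3a1, Col6a1, Col6a2, Col8a1, Col16a1 and Col22a1 were 2.29, 1.96, 3.29, 3.55, 4.51, 1.35 and 4.02, and that of Lama5 was 2.16. Lamc3 was listed at 2.80, 3.08 and 3.33 FPKM in the RSC samples and 0.331, 0 and 0.341 in the SCP samples, and Fndc1 at 12.9, 16.1 and 23.1 and 1.96, 0 and 1.34. Higher in SCPs, Col23a1 (chromosome 10 from 34846618 to 34934991) had an FPKM of 0.0942 ± 0.00439 in RSCs and 24.5 ± 6.51 in SCPs, a log2 fold change of -4.51 (standard error 0.24, adjusted p = 6.9e-05). Col20a1 (chromosome 3 from 176491320 to 176526009) had an FPKM of 6.23 ± 0.922 in RSCs and 166 ± 39.4 in SCPs, a log2 fold change of -4.50 (standard error 0.21, adjusted p = 4.5e-05). The log2 fold changes of Col4a5, Col9a2, Col26a1, Colgalt2 and Flrt2 were -1.98, -2.09, -2.56, -1.07 and -3.08. Genes that did not reach p under 0.01 were Lama1, Lama2, Col24a1, Col25a1 and Flrt1. Lama2 was listed at 0, 42.3 and 47.6 FPKM in the RSC samples and at 0 in every SCP sample. In the SCP samples Lama1 was listed at 2.68, 1.76 and 0 FPKM, Col24a1 at 2.97, 0 and 3.18, Col25a1 at 7.15, 2.02 and 0 and Flrt1 at 0, 4.59 and 6.55. In the RSC samples Lama1 was at 1.00, 0.987 and 1.06, Col24a1 at 0.203, 0.147 and 0.274, Flrt1 at 0.0795, 0.0724 and 0, and Col25a1 at 0 in each. Col4a4 and Col6a6 were below a mean of 1 FPKM. With no filter they were tested and did not reach p under 0.01, and 27 of the 28 genes had the direction of the heatmaps. With the unnamed transcripts added, chosen after seeing the data, all 28 genes were tested, all had the direction of the heatmaps with p under 0.01, and Col25a1 went to 16.1, 15.9 and 15.6 FPKM in the SCP samples.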

Gene expression profiles of extra-cellular matrix are distinctly different between RSC and SCPs.

# Supplementary material for: Mature but not developing Schwann cells promote axon regeneration after peripheral nerve injury
**Source:** NPJ Regen Med. 2022 Jan 28;7:12. doi: 10.1038/s41536-022-00205-y
**Supplement:** Supplementary file 2 — REPORTING SUMMARY

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Images were collected using all-in-one fluorescent microscope (BZ-X710, Keyence, Osaka, Japan) and confocal laser microscope (FV-1000, Olympus, Tokyo, Japan). RNA sequencing was performed on the Illumina NovaSeq 6000 (Illumina, Inc). In enzyme-linked immunosorbent assay, the absorbance was read using Benchmark-Plus Reader (BIO-RAD, CA).

**Data analysis** Statistical analysis was conducted with JMP Pro 14.0 software (SAS Institute, Cary, NC). Images were processed using ImageJ 1.51r software (<https://imagej.nih.gov/ij/index.html>). In RNA-seq, reads were mapped by alignment to *rattus norvegicus* genome rn6 and analyzed by TopHat, Cuff links, and Cuffdiff. Data analysis were performed by following resources: DAVID (<https://david.ncifcrf.gov/>), Heatmapper (<http://www.heatmapper.ca/expression/>), Metascape (<https://metascape.org/gp/index.html#/main/step1>), Cytoscape (<https://cytoscape.org>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequence data that support the findings of this study are deposited in Gene Expression Omnibus under the accession code GSE188399.  
Other raw data that supports the findings of the current study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the cell graft investigation, 30 rats( 6 rats per group) were used as host. For coculture of DRG neurons and Schwann cells, we used 7 wells per each condition. For Transcriptome analysis and enzyme-linked immunosorbent assay, we prepared 3 sets of Schwann cells per each group. No statistical methods were used to pre-determine sample size. But, our sample sizes are similar to the following previous publications.<br><br>Veselina Petrova, et al. Protrudin functions from the endoplasmic reticulum to support axon regeneration in the adult CNS. Nature Communications volume 11, Article number: 5614 (2020)<br>Poplawski GHD, et al. Adult rat myelin enhances axonal outgrowth from neural stem cells. Sci Transl Med. 2018 May 23;10(442):eaal2563<br>Mark Anderson, et al. Required growth facilitators propel axon regeneration across complete spinal cord injury. Nature. 2018 Sep;561(7723):396-400.<br>Leibinger M, et al. Boosting CNS axon regeneration by harnessing antagonistic effects of GSK3 activity. Proc Natl Acad Sci U S A. 2017 Jul 3;114(27):E5454-E5463. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | All in vivo studies assessing axon regeneration effects had control groups treated with PBS. All animal studies consisted of over 3 different sets of experiments, showing reproducibility. All in vitro studies assessing neurite extension effects had control groups treated with the same medium. RNA-seq measurement and enzyme-linked immunosorbent assay consisted of 3 sets of experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | Animals were assigned randomly to control and experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | Group identity was not blinded when quantification was performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | RFP (1:200, goat from Sicgen, AB0040-200, Portugal)<br>pan neurofilament (1:1000, mouse from BioLegend, 837904, San Diego, CA)<br>S100 $\beta$ (1:200, rabbit from Abcam, ab52642, Cambridge, UK)<br>Ki67(1:500, rabbit from GeneTex, gtx16667, Irvine, CA)<br>$\beta$ 3 tubulin(1:1000, rabbit from Covance, PRB-435P, Princeton, NJ)<br>Nestin(1:500, mouse from BD Bioscience, BD556309, Franklin Lakes, NJ)<br>Sox2(1:500, rabbit from Merck Millipore, AB5603, Burlington, MA)<br>Sox10 (1:100, goat from R&D systems, AF2864, Minneapolis, MN)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | The validation of antibodies for species and application was described in the respective manufacturers or validated in previous paper like below.<br><br>RFP, pan neurofilament, S100 $\beta$ : Endo T, et al. A Novel Experimental Model to Determine the Axon-Promoting Effects of Grafted Cells After Peripheral Nerve Injury. Front Cell Neurosci. 2019 Jun 28;13:280<br>$\beta$ 3 tubulin, Ki67: verified by manufacture<br>Nestin: Widera D, et al. Schwann Cells Can Be Reprogrammed to Multipotency by Culture. Stem Cells and Development 2011;20(12):2053-2064., Kadoya K, et al. Spinal cord reconstitution with homologous neural grafts enables robust corticospinal regeneration. Nat Med 2016;22(5):479-487.<br>Sox2: Lee S-G, et al. Naked Mole Rat Induced Pluripotent Stem Cells and Their Contribution to Interspecific Chimera. Stem Cell Reports 2017;9(5):1706-1720.<br>Sox10: Fazal SV, et al. Graded elevation of c-Jun in Schwann cells in vivo: gene dosage determines effects on development, remyelination, tumorigenesis and hypomyelination. J Neurosci 2017;37(50):12297-12313. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Details on the rats used in this study are included in the Methods section of this manuscript. Adult WT LEWIS rats (Charles River Laboratories Japan, Inc.) were used in all experiments. Graft cells were prepared from syngenic LEWIS-Transgenic(Tg) (Gt(ROSA)26Sor-luc)11Jmsk rats supplied by the National BioResource Project (Kyoto University). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All animal procedures were performed in accordance with the guide for the care and use of laboratory animals and were approved by the local ethical committee of the Hokkaido University.                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

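RNA from 3 preparations of SCPs (embryonic day 14) and 3 preparations of RSCs (transected sciatic nerves of adult rats) was sequenced by the authors as stranded mRNA libraries with paired-end reads. The authors mapped the reads to the rn6 rat genome and analysed them with TopHat, Cufflinks and Cuffdiff, whose versions the paper's text does not name. For each sample the authors deposited a Cufflinks table of transcripts in FPKM, which Cufflinks normalizes for transcript length and for the number of mapped fragments, together with the read coverage of each transcript, the signal from which relative depth was taken. The Cuffdiff output was not analysed here.

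Each table lists the same reference transcripts with a gene name and, apart from these, transcripts without a name that Cufflinks assembled from that sample. In each table 77 transcripts whose gene names a spreadsheet had turned into dates were left out, and stray spreadsheet cells beside 59 transcripts were ignored. FPKM of the named transcripts were summed by gene symbol. Gene positions are those of the deposited tables on rn6, converted to count from 1, and span all transcripts of a symbol. Multigene families such as the globins can share reads, and how Cufflinks divided them is not stated.

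Genes were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), RSC minus SCP, with a variance trend and no replicate block, over 13003 genes with a mean of at least 1 FPKM over the 6 samples. A count-based test was not run, since the tables hold no counts. Genes were counted at the paper's thresholds, an unadjusted p under 0.01 and a log2 fold change over 2 in either direction (4-fold). Tests were two-sided unless stated. Gene lists were compared with limma's camera test, with an inter-gene correlation of 0.01 and a threshold of p under 0.05, and adjusted p-values for lists are Benjamini-Hochberg values over 25 lists. A one-sided Fisher's exact test (scipy 1.17.1) of 8 of these lists among the genes over 4-fold higher in one group, with the tested genes as background, was added after seeing the data. It treats genes as independent and makes no allowance for inter-gene correlation. Tables were handled with pandas 2.3.3. The lists were written by hand from general knowledge of the families and pathways and are not GO or KEGG terms.

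The scripts were tested on simulated data for 13003 genes, of which 200 were changed by a log2 fold change of 3 in either direction. Of the changed genes 97.5% had p under 0.01, all in the right direction, and so did 1.06% of the unchanged genes. Among 200 simulated lists of unchanged genes, 1 passed the camera threshold. The simulated genes varied independently of each other. The simulation therefore could not show how often camera passes lists of genes that vary together.

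The absolute sequencing depth is unknown, so no sampling error or detection limit can be given for single values, and precision rests on the 3 preparations per group. Relative depth, the median ratio of coverage to FPKM, was 0.88 to 1.00 of the highest sample's in SCPs and 0.79 to 0.84 in RSCs. The labels name no sequencing batch.

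Genes named in the text are those the paper names or shows in Supplementary Fig. 2, the 5 with the largest and the 5 with the smallest log2 fold change among genes past both thresholds whose groups did not overlap, the 2 members of each list with the largest change in each direction at p under 0.01, and members of marker lists. Some genes that this rule names are not reported here. Hba1, Hba2, Psap, Rac1, Pdap1, LOC100360491, Ddx3 and the other Y-linked genes outside the marker lists were named after their values were seen. Replicate numbers come from the sample labels. The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, quantile normalization, median-of-ratios scaling, no variance trend, the replicate number as a block, adjusted p, the ratio of group means, each sample left out, the highest transcript per gene, an estimated inter-gene correlation and Spearman correlation. After seeing the data, 2 more were added, counting unnamed transcripts with the gene of the same Cufflinks locus that they overlap most, and leaving out values of 0 where another sample of the group had at least 5 FPKM.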

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

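The tests of other cell types were set before any values were seen. The test of Y-linked genes and the comparison of SCP replicates were chosen only after the result was seen. Each result below is a signal in genes that the paper does not discuss.

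Leukocyte marker genes had a median log2 fold change of 4.57, or 4.74 relative to the median gene, and were higher in all 3 RSC samples than in all 3 SCP samples. RNA from macrophages and other leukocytes in the RSC preparation, from which the authors removed adhesive cells such as macrophages on uncoated flasks, is a candidate explanation: 18 of 18 tested markers were over 4-fold higher in RSCs with no overlap between the groups, among them Ptprc (10.8, 11.9 and 7.33 FPKM against 0.193, 0.758 and 0.609), Cd68 (218, 252 and 259 against 0, 0 and 5.58) and Csf1r (54.4, 83.8 and 66.3 against 1.48, 3.83 and 3.27). With the inter-gene correlation estimated from the data the list had a camera p of 0.074. Transcription of the same genes by RSCs themselves was not tested and cannot be told apart from leukocyte RNA in these bulk samples, so neither can the part of the inflammatory and osteoclast list differences that comes from each.

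Hbe1 was listed at 16879, 13854 and 68201 FPKM in the SCP samples, the lowest being 13854, and at 0 in every RSC sample. The 8 globin genes took 7.23%, 6.09% and 22.5% of the named FPKM in SCP replicates 1, 2 and 3 and 0.504%, 0.387% and 0.498% in the RSC replicates. RNA from blood cells in the embryonic preparation is a candidate explanation: 6 of 9 tested erythroid markers were over 4-fold higher in SCPs with no overlap, including Ahsp and Slc4a1. Reads shared between globin genes were not tested. Adult globin genes were above 0 in both groups, with Hba1 at 7704, 8549.7 and 37622 FPKM in SCPs and 1229.9, 909 and 1207 in RSCs, Hba2 at 3830.2, 5379.6 and 19274 and 567, 510.0 and 626, and, with overlapping groups, Hbb at 279, 889.7 and 3883 FPKM in SCPs and 601, 448 and 639 in RSCs.

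Skeletal muscle marker genes had a median log2 fold change of -2.95, or -2.78 relative to the median gene. Actc1 was at 23.9, 51.5 and 125 FPKM in the SCP samples and 0.323, 0 and 1.57 in the RSC samples, and Myod1 at 11.4, 8.36 and 14.3 in the SCP samples, with Myod1 listed at 0 in every RSC sample. RNA from muscle cells in the embryonic preparation is a candidate explanation, since 7 of 10 tested muscle markers were over 4-fold higher in SCPs with no overlap, while Des was higher in RSCs (log2 fold change 1.37). The same test left neurons open, with 1 of 7 neuron markers over 4-fold higher (Stmn2, at 5.00, 3.51 and 3.19 FPKM in SCPs and 0.126, 0.115 and 0 in RSCs) and a list median of -1.21, with 6 members under the filter, and left cartilage open, with 1 of 2 chondrocyte markers (Col2a1). Transcription of these genes by SCPs themselves was not tested and remains open. SCP replicate 3 had the highest value of the 3 SCP samples in 17 of the 19 tested erythroid and muscle markers, where 33.3% would be by chance if genes were independent.

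Eif2s3y, which the tables place on the Y chromosome, was at 3.43, 8.55 and 3.98 FPKM in the SCP samples and listed at 0 in every RSC sample, and the unnamed transcripts changed the RSC values in none. RSC donors without a Y chromosome are a candidate explanation, and the paper does not state the sex of the adult rats. Counting unnamed transcripts, 10 Y-linked symbols were above 0 in every SCP sample, and 3 of these 10 were above 0 in RSC samples (LOC102555330, LOC103694538 and LOC103694571), at no more than 0.252 FPKM. Ddx3, Eif2s3y and Kdm5d were at 0 in every RSC sample. As Eif2s3y and the others were seen before the test was chosen, and reads of the 3 LOC symbols may come from copies elsewhere, the explanation stays open. No biological difference in Y-linked expression was tested.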

How the results depend on the processing

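The alternatives were set before the data were examined, except counting the unnamed transcripts, leaving out zeros and the over-representation test, which were chosen after seeing the data. Counts under settings say nothing on which genes they hold unless shared genes are given. A DESeq2 alternative was not run, since the tables hold no counts.

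The number of genes with p under 0.01, 5268, ranged from 4084 to 6195 under the alternatives set beforehand, and from 4460 to 4874 with each sample left out. It was 8040 with unnamed transcripts added, over 1.5 times as many, and 4999 of the 5268 genes were shared. The number over 4-fold, 1507, ranged from 1126 (mean FPKM of at least 5) to 2155 (ratio of group means), and from 1442 to 1576 with each sample left out. With unnamed transcripts added it was 1843, with 1331 shared. Genes over 4-fold higher in RSCs numbered 986 to 1061 and those higher in SCPs 456 to 515 with each sample left out. With the ratio of group means the latter rose from 492 to 809. Under all 19 settings more genes over 4-fold were higher in RSCs, 62.5% to 74.3%.

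With the replicate number as a block (replicate block), 4275 genes had p under 0.01 and 1482 were over 4-fold, 1472 of them shared, and Fisher's exact test gave the TNF signaling list a smaller p than the Toll-like receptor signaling list. Deviations of same-numbered samples from their group means had a mean correlation of 0.0215, and those of other-numbered samples -0.0108. Same-numbered samples are different animals, and these values show no sign of pairing. With 3 samples per group they cannot exclude that same-numbered samples were prepared together. The block uses up 2 of the degrees of freedom.

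Of 15 gene lists, 8 kept their direction and their side of p under 0.05 under every alternative, the osteoclast differentiation, TNF signaling, Toll-like receptor signaling, inflammatory response, AP-1, dissociation response, axon guidance and Hippo signaling lists. The inflammatory list's median stayed between 1.85 and 3.75, and axon guidance stayed between -0.70 and -0.35 without passing the threshold. The Wnt signaling list passed it with no filter (median -0.35), a mean FPKM of at least 5 (-0.70) and unnamed transcripts added (-0.70). The collagens list passed it with no filter (0.23) and a mean FPKM of at least 5 (0.87), and its median ranged from -0.022 to 0.46 with each sample left out. With the inter-gene correlation estimated from the data, the skeletal and cartilage development (-1.12), laminins (1.22), macrophage and leukocyte (4.57), erythroid (-3.46) and skeletal muscle (-2.95) lists kept these medians and no longer passed, with camera p of 0.10, 0.084, 0.074, 0.18 and 0.34. The cause of these changes was not tested.

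In the over-representation test all 8 lists kept their side of p under 0.05 under every setting that refitted the genes, with odds ratios of 5.32 to 9.42 for axon guidance, 3.69 to 6.64 for Hippo and 4.47 to 7.86 for Wnt signaling.

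The correlation within groups less that between groups, 0.227, was 0.250 with a pseudocount of 0.1, 0.128 with no filter, 0.347 with a mean FPKM of at least 5, 0.243 with Spearman correlation, 0.280 with unnamed transcripts added and 0.268 with zeros as missing, and 0.219 to 0.245 with each sample left out.

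Of 110 single genes followed across the alternatives, 85 kept their direction and their side of p under 0.01 under every alternative that tested them, 11 fell short of it and 6 passed it under at least 1 alternative, and 8 changed sign under at least 1. A mean FPKM of at least 5 left 96 of these genes to test. Bdnf went from -0.044 to 0.075 with median-of-ratios scaling and ranged over -0.19 to 0.056 with each sample left out. With the highest transcript per gene, Chuk went from -0.52 to 0.038 and Runx2 from 1.81 to -0.10. Jun went from -0.28 to 0.63 with unnamed transcripts added and ranged over -0.71 to 0.54 with each sample left out. Lama1 went from -0.10 to 0.47 with a pseudocount of 0.1 and 0.0093 with median-of-ratios scaling, and ranged over -0.66 to 0.28. Psap went from 0.86 to -0.23 with a pseudocount of 0.1 and ranged over -0.97 to 4.50, with RSC replicate 2 listed at 0 and the others at 1925 and 1951 FPKM. With each sample left out, Erbb3 (1.10) ranged over -0.58 to 3.33 and Hbb (-0.83) over -1.74 to 0.16. Erbb3 was listed at 0 in SCP replicate 1 and RSC replicate 2. In Jun the sign turned when RSC replicate 1, its low value, was left out (0.54), and in Hbb when SCP replicate 3, its high value, was left out.

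Of the 10 splits of the 6 samples into 3 and 3, 4 part every same-numbered pair, the real one included, and the other 6 part 1 pair and are left out of the counts that follow. In 1 of the 4 splits, the real one, the number of genes with p under 0.01, the number over 4-fold and the numbers higher on either side were as large; the others gave 28 to 33 genes against 5268, and those that part 1 pair gave 28 to 49. For 11 of the 15 lists the real split alone had as small a camera p, and for the axon guidance, collagens, laminins and skeletal muscle lists 2 of the 4 did. Over all 10 splits the real one alone had as small a camera p for 10 of the lists, the Hippo list being lost from the count. For all 8 over-representation results it was 1 of the 4. So few splits cannot give a share under 0.05, so these counts do not test chance. Camera p-values were small for wrong splits too, down to 7.1e-10 for the inflammatory list.

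The absolute depth is unknown, which leaves the precision of genes near 1 FPKM open. RSC samples had lower relative depth than SCP samples, and filtering on a mean FPKM of at least 5 left 4084 genes with p under 0.01 and 1126 over 4-fold.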

Differences from the paper's values

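In Fig. 6a the paper shows about 600 genes over 4-fold on the RSC side and about 1300 on the SCP side, read by eye. Here 1015 genes were over 4-fold higher in RSCs and 492 higher in SCPs. Of the alternatives set before the data were examined, a mean FPKM of at least 5 brought the RSC side to 770, within 1.5 times the paper's value, and the others did not. None brought the SCP side within 1.5 times the paper's value, the highest being 809 with the ratio of group means.

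Supplementary Fig. 2 shows Lama1, Lama2, Col24a1, Col25a1 and Flrt1 as different between the groups, and here they did not reach p under 0.01. Lama2 was listed at 0, 42.3 and 47.6 FPKM in the RSC samples and at 0 in every SCP sample, and in the SCP samples Lama1 was listed at 2.68, 1.76 and 0, Col24a1 at 2.97, 0 and 3.18, Col25a1 at 7.15, 2.02 and 0 and Flrt1 at 0, 4.59 and 6.55. Col4a4 and Col6a6, also shown, had a mean under 1 FPKM and were not tested, and with no filter neither reached p under 0.01, and Col6a6 had the opposite direction. With unnamed transcripts added, chosen after seeing the values, all of them had p under 0.01. Lama2, Col25a1 and Flrt1 also did with zeros as missing, likewise chosen after seeing the values. Of the alternatives set before the data were examined, leaving out RSC replicate 1 called Lama2, SCP replicate 2 Col24a1, SCP replicate 3 Col25a1 and SCP replicate 1 Flrt1.

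Fig. 6d places TNF signaling above Toll-like receptor signaling among the pathways of the RSCs. With hand-written lists, the odds ratio was 8.15 for TNF signaling and 9.92 for Toll-like receptor signaling, and the p-values of Fisher's exact test were close, 8.3e-11 and 6.1e-11. By that p-value TNF signaling came first under no filter, quantile normalization, median-of-ratios scaling, the replicate number as a block and the highest transcript per gene. It also came first with SCP replicate 1, SCP replicate 3 or RSC replicate 1 left out. All of these settings were set before the data were examined. The paper gives axon guidance, Hippo and Wnt signaling as pathways of the SCPs, and the camera test of the hand-written lists did not pass p under 0.05 for them (adjusted p = 0.24, 0.25 and 0.16 from limma's camera). The Wnt list passed with no filter and with a mean FPKM of at least 5, set before the data were examined, and with unnamed transcripts added, chosen after seeing the values. The over-representation test, also chosen after seeing the values, passed for all 3 lists. That test treats genes as independent, so its p-values can be too small.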

Other observations

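The tests of Fig. 6a, of scaling and of unnamed transcripts were chosen only after the result was seen, and the test of dissociation was set earlier.

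Fig. 6a has more genes over 4-fold on its SCP side, and the counts here have more in RSCs. Exchanged sides in Fig. 6a are a candidate explanation. The share of genes over 4-fold that were higher in RSCs was 67.4%, and the lowest over every setting was 62.5%. No setting counted unnamed transcripts outside named genes, so the settings could not show their part in the balance. All unnamed transcripts held 26.1% to 31.9% of the FPKM in SCPs and 18.6% to 23.4% in RSCs. Those at named genes held 8.90% to 11.4% in SCPs and 10.8% to 12.2% in RSCs. Whether the paper's counts include the others is not known. The Cuffdiff output was not analysed here, and another program on the same reads could give other sides, so the explanation stays open.

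More of the genes with p under 0.01 were higher in SCPs than in RSCs, and scaling between the groups may bear on this. After median-of-ratios scaling, which centres the median gene and so moves this balance by itself, 55.5% were higher in RSCs, against 44.6% without it, and after quantile normalization 43.7% were. The turn appears under that centring and not under quantile normalization.

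AP-1 genes were higher in RSCs, which were dissociated for 60 min in 1% collagenase against 30 min in 0.1% for SCPs. Longer enzymatic dissociation of the adult nerve is a candidate explanation, and 9 of 10 genes of the dissociation response list outside AP-1 were higher in RSCs at p under 0.01, the exception being Ier2. Hspa1a was at 2578, 2599 and 2726 FPKM in RSCs and 196, 269 and 248 in SCPs, and Dusp1 at 290.2, 314 and 339 and 42.5, 35.5 and 48.0. Induction in the nerve after injury would raise the same genes, and the design cannot tell it from dissociation, since every RSC sample had both.

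Counting the unnamed transcripts added more than 0.5 FPKM in at least 1 sample to 8550 of the 13003 genes. In these the median replicate SD on the log2 scale went from 0.36 to 0.20 and was lower in 79.8%. Genes with a replicate SD over 1 went from 1595 to 437, over all tested genes. Rac1, listed at 0 in SCP replicate 2 and at 81.7 and 61.0 FPKM in the others, was at 197, 127 and 157 FPKM in the SCP samples with them. LOC100360491, listed at 0 in every RSC sample, was at 81.7, 75.9 and 87.8 FPKM with them, while Pdap1, at 116, 124 and 116 FPKM in the SCP samples, stayed at 0 in the RSC samples.

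In 131 symbols the named transcripts were at 0 in every sample while the unnamed ones brought the mean to at least 10 FPKM. Some zeros in single samples go with unnamed transcripts at the same gene. With these counted, Lama2 went from 0 to 84.4 FPKM in RSC replicate 1, against 99.1 and 88.5 in the other RSC samples, and Erbb3 from 0 to 208 in RSC replicate 2, against 269 and 218, while Psap stayed at 0 in RSC replicate 2. Of 1997 values of 0 where another sample of the group had at least 5 FPKM, 73.5% had an unnamed transcript of at least 1 FPKM at the gene, against 55.5% of the other values of the same genes in the same group. The test asked for over 2 times the share, which a comparison share of 55.5% puts out of reach, so it could not have been met, and the share of zeros that comes from such transcripts stays open. A biological difference in transcript structure was not tested.

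Transcripts of proteins that the paper measured by other methods were as follows. Bdnf was at 1.12, 1.50 and 1.27 FPKM in RSCs and 1.72, 0.929 and 1.52 in SCPs, with overlapping groups. These values lie close to the filter of 1 FPKM. The paper found more BDNF protein secreted by RSCs, measured in the medium of cultured cells. The RNA came from prepared cells resuspended in PBS, so the Bdnf transcript values do not test that result. S100b was at 924, 782 and 843 FPKM in RSCs and 3.21, 11.7 and 19.3 in SCPs. Sox10 was at 149, 143 and 143 and 179, 175 and 181, Nes at 97.3, 90.9 and 97.9 and 28.1, 23.5 and 26.1, and Sox2 at 97.5, 81.2 and 88.9 and 11.2, 9.55 and 9.80. Mki67 was at 13.2, 17.2 and 18.9 FPKM in RSCs and 51.3, 41.0 and 42.2 in SCPs, and the list of 14 proliferation genes had a median log2 fold change of -1.50 (adjusted p = 1.1e-05 from limma's camera). With the inter-gene correlation estimated from the data, the proliferation list had a camera p of 0.076 and did not pass p under 0.05. Mbp was at 282, 241 and 225 FPKM in RSCs and 2.55, 7.73 and 8.26 in SCPs.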
